# Harnessing the regenerative potential of *interleukin11* to enhance heart repair

**DOI:** 10.1038/s41467-024-54060-0

**Published:** 2024-11-08

**Authors:** Kwangdeok Shin, Anjelica Rodriguez-Parks, Chanul Kim, Isabella M. Silaban, Yu Xia, Jisheng Sun, Chenyang Dong, Sunduz Keles, Jinhu Wang, Jingli Cao, Junsu Kang

**Keywords:** Cell proliferation, Cardiac regeneration

## Abstract

Balancing between regenerative processes and fibrosis is crucial for heart repair, yet strategies regulating this balance remain a barrier to developing therapies. The role of Interleukin 11 (IL11) in heart regeneration remains controversial, as both regenerative and fibrotic functions have been reported. We uncovered that *il11a, an Il11* homolog in zebrafish, can trigger robust regenerative programs in zebrafish hearts, including cardiomyocytes proliferation and coronary expansion, even in the absence of injury. Notably, *il11a* induction in uninjured hearts also activates the quiescent epicardium to produce epicardial progenitor cells, which later differentiate into cardiac fibroblasts. Consequently, prolonged *il11a* induction indirectly leads to persistent fibroblast emergence, resulting in cardiac fibrosis. While deciphering the regenerative and fibrotic effects of *il11a*, we found that *il11*-dependent fibrosis, but not regeneration, is mediated through ERK activity, suggesting to potentially uncouple *il11a* dual effects on regeneration and fibrosis. To harness the *il11a*’s regenerative ability, we devised a combinatorial treatment through *il11a* induction with ERK inhibition. This approach enhances cardiomyocyte proliferation with mitigated fibrosis, achieving a balance between regenerative processes and fibrosis. Thus, we unveil the mechanistic insights into regenerative *il11* roles, offering therapeutic avenues to foster cardiac repair without exacerbating fibrosis.

## Abstract (web summary)

The role of *interleukin 11* (*il11*) for heart regeneration remains controversial. Here, the authors use a gain-of-function approach and show the dual roles of *il11* in zebrafish hearts, developing a combinatorial treatment to harness its regenerative effects.

## Introduction

Unlike adult mammals, adult zebrafish possess the remarkable capacity to regenerate lost cardiac tissues upon injury^1,2^. This regenerative ability of cardiac muscle cells can be achieved by dedifferentiation and proliferation of pre-existing cardiomyocytes (CMs)^3–5^. The regenerative events in CMs are orchestrated by molecular signals provided by activated non-muscular cells, including epicardium, endocardium, and immune cells, which create a regenerative niche^3,6–12^. Furthermore, similar to injured mammalian hearts, zebrafish exhibit an acute response to cardiac injury by depositing extracellular matrix (ECM) proteins at the injury site^13^. Although fibrosis is generally considered detrimental to regeneration, cardiac fibrosis is a double-edged event for heart regeneration as it plays a critical function to prevent rupture during the early phase of heart regeneration^13–15^. Indeed, preventing fibrosis during the early phase of the injured zebrafish hearts leads to defective heart repair^13^. In opposition to mammals, the cardiac fibrotic tissue in zebrafish hearts transiently form and are eventually replaced by newly formed CMs^16,17^. Therefore, dissecting the key signaling pathways governing regeneration and fibrosis is vital to understand the intricate processes of heart regeneration.

Here, we show regenerative and fibrotic effects of *interleukin 11a* (*il11a*) in the zebrafish heart. Since these two outcomes of *il11a* are uncoupled, we devise a novel approach to leverage the regenerative function of *il11a* by inhibiting ERK activity, which is a specific mediator of *il11a* for fibrosis. Our findings propose a novel therapeutic strategy with *Il11* signaling for cardiac repair by governing regeneration and fibrosis.

## Results

### Dynamics of endogenous *il11a* expression during zebrafish heart regeneration

Interleukin 11 (IL11), a pleiotropic cytokine of the IL6 family, plays regenerative roles in multiple injury contexts^18–20^. To investigate roles of *il11a*, one of two *il11* zebrafish homologs, in zebrafish hearts, we analyzed its expression with a newly created knock-in reporter line, *il11a*^*EGFP*^ (Fig. 1a, b and Supplementary Fig. 1a). *il11a*^*EGFP*^ expression is undetectable in uninjured hearts of embryonic and adult hearts (Fig. 1a, b and Supplementary Fig. 1b, c), suggesting its minimal contribution to heart development and homeostasis. Upon cardiac injury, *il11a* is robustly induced from non-CMs, primarily epicardium and endocardium (Fig. 1a–d and Supplementary Fig. 1b, c). *il11a*^*EGFP*^ expression was detectable as early as 1 dpa, highly and widely induced at 3 dpa throughout the ventricle, became localized to the wound site at 7 dpa, and largely undetectable by 14 dpa (Fig. 1a, b). Additionally, our further analysis to dissect *il11a* expressing cells revealed that epicardial *il11a*^*EGFP*^ expression decreased, whereas endocardial expression at the wound area remained constant from 3 to 7 dpa (Supplementary Fig. 1d, e). The robust and prompt *il11a*^*EGFP*^ expression throughout the ventricle during the early phase of regeneration suggests its potential influence on the activation of non-CMs, whereas wound-restricted *il11a*^*EGFP*^ expression during the mid-phase of regeneration indicates a potential interaction between *il11a* signaling and CMs for their renewal. The diminished expression of *il11a* by 14 dpa indicates the minimal contribution of *il11a* during the late phase of regeneration (Supplementary Fig. 1f, g).

**Fig. 1:**
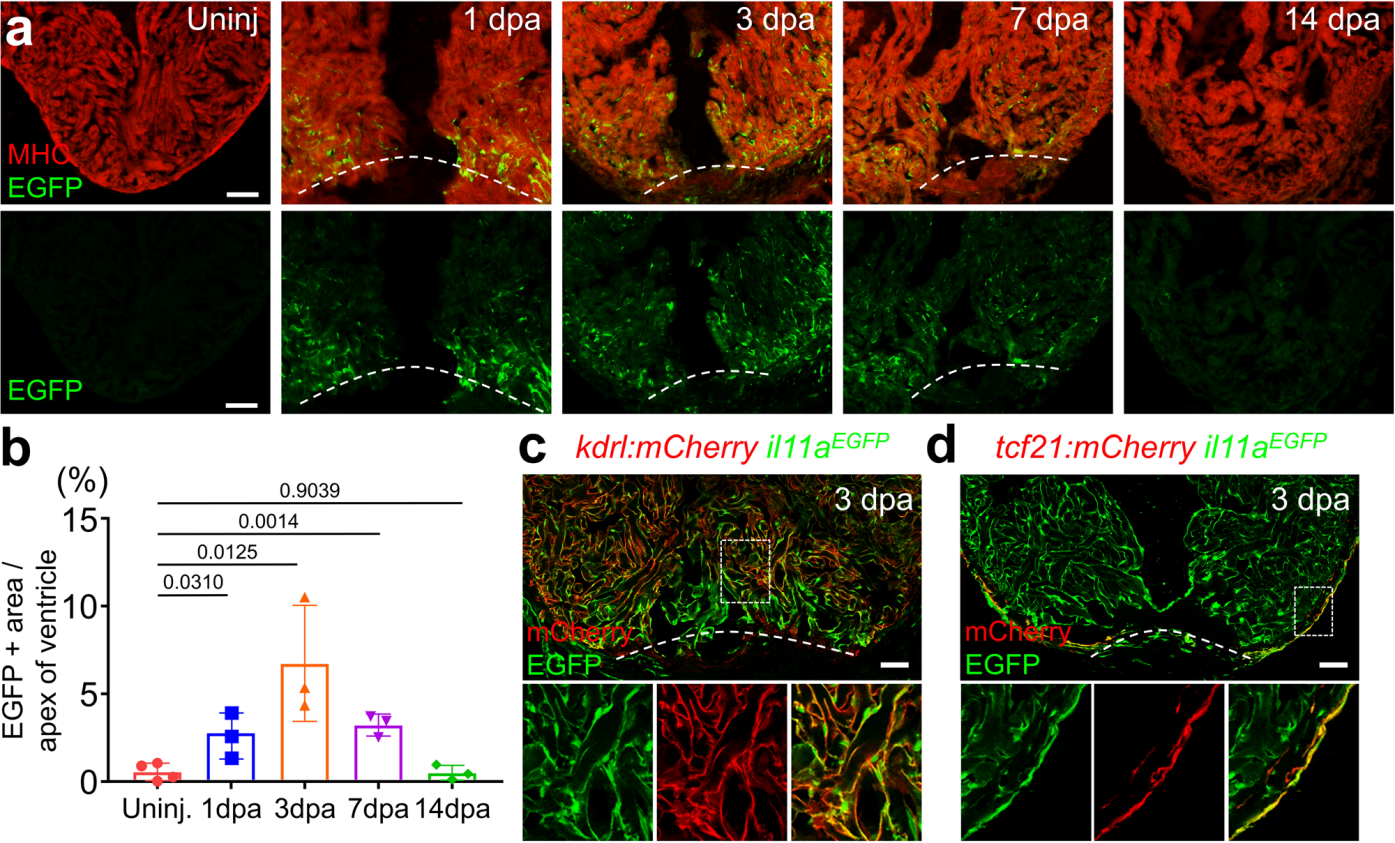
Spatiotemporal *il11a* expression during heart regeneration in adult zebrafish. **a** Representative cardiac section images of *il11a*^*EGFP*^. Uninj, Uninjured. dpa, days post-amputation. **b** Quantification of EGFP expression area near the wound area. Biological replicates = 4, 3, 3, and 3 for uninjured and 3, 7, and 14 dpa hearts, respectively. Comparison of *il11a*^*EGFP*^ expressing cells with *kdrl:mCherry* (**c**) and *tcf21:mCherry* (**d**) in 3 dpa hearts. *kdrl:mCherry* and *tcf21:mCherry* represent endocardium and epicardium, respectively. Dash boxes correspond to the region magnified in the panels below. Dotted lines demarcate the amputation plane. Scale bars, 100 µm in (**a**), 50 µm in (**c**) and (**d**). Data are mean ± SEM in (**b**). *p*-values were determined by one-way ANOVA with Dunnett’s multiple comparison test in (**b**).

### *il11a* induction can promote cardiomyocyte proliferation in uninjured hearts

Previous studies of *il11* signaling in zebrafish hearts mainly focused on loss-of-function experiments with mutants of *il11* signaling components, such as *il11ra*, revealing impaired regeneration in the mutant hearts^21^. In rodents, *Il11* roles on cardiac fibrosis have been reported, but its regenerative roles remain unclear^22–24^. To our knowledge, there has been no comprehensive analysis of *il11* functionality on cell cycle reentry of CMs. To address this, we developed a new transgenic line*, Tg(actb2:loxp-BFP-STOP-loxp-il11a*), or *actb2:BS-il11a*, which allowed conditional overexpression (OE) of *il11a* in combination with *CreER* line. Crossing with *cmlc2:CreER*, we induced *il11a*OE from cardiac muscle cells upon tamoxifen treatment in the absence of injury (Fig. 2a). Notably, *il11a*OE led to the marked induction of cell cycle reentry in CM of the uninjured hearts, whereas control hearts showed little to no cell cycle activity in CMs (Fig. 2b, d). Moreover, we noted a significant induction of phospho-H3 (pH3) positive CMs in the uninjured *il11a*OE hearts, compared to control (Supplementary Fig. 2a, b), suggesting that *il11a*OE is sufficient to trigger CM proliferation. *il11a*-triggered CM proliferation could be caused by cell death or damages. To test this possibility, we performed Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL) assay and found that TUNEL^+^ cells are undetectable in *il11a*OE hearts, while our control experiment with cryoinjured hearts displayed robust TUNEL^+^ cells at 7 days post cryoinjury (dpi) **(**Supplementary Fig. 3**)**. Our results indicate that *il11a*OE unlikely induces apoptosis but directly triggers CM proliferation.

**Fig. 2:**
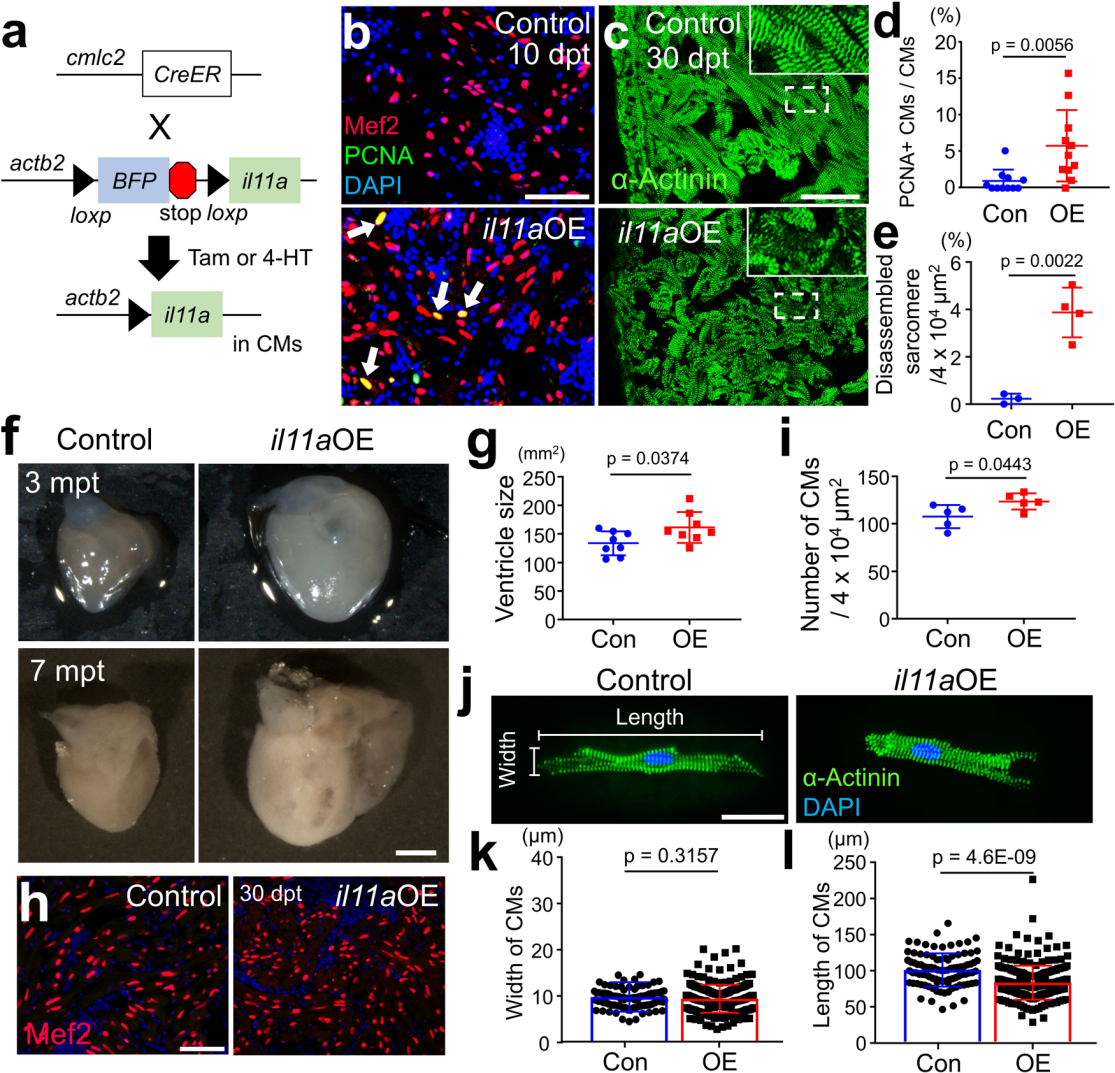
Myocardial *il11a* overexpression (OE) triggers CM proliferation in the absence of injury. **a** Schematic of tamoxifen (Tam) or 4-HT (4-Hydroxytamoxifen) inducible *il11a* overexpression (OE). *Tg*(*actb2:loxp-TagBFP-STOP-Loxp-il11a)*; *cmlc2:CreER* were administered with Tam or 4-HT to overexpress *il11a* (*il11a*OE). *CreER*-negative littermates were used as controls. **b** Representative cardiac section images stained with Mef2 (Red) and PCNA (Green) from control and *il11a*OE at 10 days post-treatment (dpt). Arrows indicate proliferative CMs. **c** Representative cardiac sections images stained with α-Actinin (green) from control and *il11a*OE uninjured hearts at 30 dpt. Insets correspond to higher magnifications of dashed boxes. **d** The percentage of PCNA^+^ CMs of uninjured hearts from control (Con) and *il11a*OE (OE) at 7 dpt. Biological replicates = 11 for control and *il11a*OE. **e** Quantification of disorganized sarcomere structures in the ventricles of Con and *il11a*OE at 30 dpt. Biological replicates = 3 and 4 for control and *il11a*OE, respectively. **f** Whole-mount images of 3- and 7-months post treatment (mpt) hearts from Con and *il11a*OE. **g** Quantification of the ventricle size from 3 mpt Con and *il11a*OE. Biological replicates = 8 for control and *il11a*OE. **h** Representative cardiac section images of 30 dpt control and *il11a*OE stained with Mef2 (red) and DAPI (blue). **i** Quantification for CM numbers in the ventricles from 30 dpt Con and *il11a*OE. Biological replicates = 5 for control and *il11a*OE. **j** Representative images of dissociated ventricular CMs stained with α-Actinin (green) from 2 mpt control and *il11a*OE. Quantification of the width (**k**) and the length (**l**) of individual CMs. Biological replicates = 92 and 234 for control and *il11a*OE, respectively. Scale bars, 50 µm in (**b**), (**c**) and (**h**), 0.5 mm in (**f**), 25 µm in (**j**). Data are mean ± SEM in (**d**), (**e**), (**g**), (**i**), (**k**), and (**l**). *p*-values were determined by unpaired two-tailed *t*-test in (**d**), (**e**), (**g**), (**i**), (**k**), and (**l**).

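Bulk RNA-seq libraries were prepared from pools of uninjured hearts of control and *il11a*OE fish 7 days after a 24 h treatment with 5 µM tamoxifen, with 3 libraries per group. In *il11a*OE fish, tamoxifen activates CreER in cardiomyocytes, which removes a stop cassette and lets the *actb2* promoter drive *il11a*. Controls were littermates without CreER. The authors aligned the read pairs to GRCz11 with HISAT2 and counted fragments on the genes of Ensembl with featureCounts 2.0.0, without using strand and leaving out fragments that mapped to several places or to several genes. The deposited values were these raw counts, without normalization. Between 63302651 and 73919890 fragments per control library (median 66657988) and between 61691132 and 80703699 per *il11a*OE library (median 77431823) were counted on genes. Library sizes were scaled with edgeR's TMM method, and the 19647 genes that passed edgeR's filterByExpr were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.05 and a fold change over 4, 1072 genes differed, 829 higher and 243 lower in *il11a*OE. The adjusted p alone selected 7318 genes, 3961 higher and 3357 lower. Requiring at least 10 counts in every library moved the first number most, to 631 genes. Genes higher in *il11a*OE made up 77.3% of those past both thresholds, and 64.3% with DESeq2 in place of edgeR. In 99.4% of the genes past both thresholds the control and *il11a*OE libraries did not overlap in CPM. This follows largely from selecting those genes in the same libraries. Of all genes tested, 52.6% did not overlap, against 10% by chance. The induced gene *il11a* (ENSDARG00000037859, chromosome 16 from 12611362 to 12617155 on GRCz11) was at 47.5 ± 6.06 CPM in control and 360.3 ± 31.1 CPM in *il11a*OE (mean ± SD, n = 3 each, log2 fold change 2.92, standard error 0.13, edgeR adjusted p = 5.26e-05). The counts do not separate the transgene's transcript from that of the endogenous gene.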

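The regeneration-associated genes measured were *lepb*, *fn1b*, *hmmr*, *col12a1b*, *plk1*, *cdk1*, *ccnb1*, *ccnb2* and *mki67*. *lepb* (ENSDARG00000045548, chromosome 4 from 19031768 to 19033805) had 0 counts in every control library and between 40 and 129 in the *il11a*OE libraries, at least 17.8-fold higher against a floor of 3 counts (edgeR adjusted p = 0.00266). *fn1b*, whose exons overlap *atic* on the opposite strand, was the most abundant of the 9, at 683 ± 40.8 CPM in control and 5054 ± 1174 CPM in *il11a*OE (log2 fold change 2.89, standard error 0.18, edgeR adjusted p = 0.000132). *hmmr* was at 0.125 ± 0.0557 CPM in control and 8.91 ± 1.53 CPM in *il11a*OE (log2 fold change 6.12, standard error 0.32, edgeR adjusted p = 7.61e-05). *col12a1b* spread most between *il11a*OE libraries, from 244 to 1369 counts, and overlapped with control in CPM (log2 fold change 2.27, standard error 0.70, edgeR adjusted p = 0.0481). Only 1 of the 6 fits that each left out one library, and 3 of 8 alternatives, kept its adjusted p under 0.05 (from 0.0113 to 0.301 over the alternatives). Of the cell cycle genes, *cdk1* went from 1.03 ± 0.164 to 46.0 ± 5.68 CPM (log2 fold change 5.48, standard error 0.17, edgeR adjusted p = 2.67e-05) and *ccnb1* rose by 5.92 on the log2 scale (standard error 0.34, edgeR adjusted p = 0.000113). The log2 fold change was 3.79 for *plk1*, which shares exon sequence with an opposite-strand gene, 2.73 for *ccnb2* and 3.61 for *mki67*, and in these 3 genes every *il11a*OE library was above every control library. With the exception of *col12a1b*, each of the 9 genes stayed under an adjusted p of 0.05 in all 6 fits that left out one library.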

We next analyzed bulk RNA-seq profiles with control and *il11a*OE ventricles at 7 days post treatment (dpt), identifying 1327 genes (*n* = 862 and 465 for up- and downregulated genes, respectively) with significantly changed expression levels (adjusted *P* [*P*-adj] <0.05; fold change > 4) (Supplementary Fig. 2c and Supplementary Data 1). *il11a*OE upregulated regeneration-associated genes, including a regeneration-specific factor (*lepb)*, pro-regenerative ECM proteins (*fn1b, hmmr*, and *col12a1b)*, and cell cycle genes (*plk1, cdk1, ccnb1, ccnb2, and mki67*), indicating activated regeneration response by *il11a* induction^3,25–28^. Gene ontology (GO) analyses with upregulated genes in *il11a*OE hearts revealed enrichment in cell cycle, nuclear division, and DNA replication, highlighting active proliferation (Supplementary Fig. 2d). Additionally, gene set enrichment analysis (GSEA) identified significant enrichment of cell cycle signature in *il11a*OE (Supplementary Fig. 2e). *il11a* induction also highly upregulated key components of janus kinase/signal transducers and activators of transcription (JAK/STAT) signaling pathway, including *jak1, stat3*, and *socs3b*, which constitute a canonical downstream pathway of IL11^29–31^ (Supplementary Fig. 4a). 

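GO annotation was not used here, so cell cycle and DNA replication were measured with gene lists written before the data were examined. Of 92 cell cycle symbols, 89 matched a gene and 87 were tested at 7 dpt, 6 of them also named by the paper. Of these, 85 were higher in *il11a*OE at an edgeR adjusted p under 0.05 and 0 were lower, and 85 counted as higher when adjusted over the list alone. The median log2 fold change of the list was 4.07, with quartiles at 3.15 and 4.83. Of the 58 DNA replication genes tested, 48 were higher and 1 lower at that threshold (50 and 1 when adjusted over the list alone), with a median of 1.49. The lower quartile of the cell cycle list lay above the upper quartile of the replication list, 2.43.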

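As a set, the cell cycle list was higher in *il11a*OE at 7 dpt with an adjusted p of 1.78e-37 over the 4 lists tested (limma's camera test with a preset inter-gene correlation of 0.01), and the DNA replication list with 1.61e-20. With the correlation estimated from the libraries, the adjusted p was 0.0675 for the cell cycle list and 0.00503 for DNA replication, with only the DNA replication list under 0.05, and limma's fry test kept both (4.67e-05 and 1.31e-06). Camera's p with the preset correlation was also small in the other 9 splits of the 6 libraries, which mix the groups, from 6.06e-11 to 1.57e-07 for the cell cycle list and from 4.24e-08 to 0.000351 for DNA replication before adjustment. These splits mix the groups unevenly and leave part of any real difference in place, so a small p there can come from it. Of the JAK/STAT genes, *socs3b* (ENSDARG00000026611, chromosome 12 from 34258139 to 34277465), whose exons overlap *pgs1* on the opposite strand, rose most, from 14.7 ± 1.32 to 224 ± 43.2 CPM (mean ± SD, n = 3 each, log2 fold change 3.93, standard error 0.18, edgeR adjusted p = 5.71e-05). *stat3* was at 85.3 ± 2.41 CPM in control and 234 ± 13.0 CPM in *il11a*OE (log2 fold change 1.46, standard error 0.078, edgeR adjusted p = 8.46e-05). For *jak1* the values were 121 ± 11.1 CPM in control and 322 ± 16.1 CPM in *il11a*OE (log2 fold change 1.42, standard error 0.10, edgeR adjusted p = 0.000167). In all 3 genes every *il11a*OE library exceeded every control library. With single libraries left out, the log2 fold change lay between 3.85 and 4.09 for *socs3b*, and the smaller changes of *stat3* and *jak1* kept an adjusted p under 0.05 in each of the 6 fits.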

Our in situ hybridization (ISH) analysis further confirmed that JAK/STAT-related factors are highly upregulated in CMs upon *il11a* induction (Supplementary Fig. 4b). Moreover, *il11a*OE robustly increased phospho-STAT3 (p-STAT3) labeled CMs and 5.87% of pSTAT-3^+^ Mef2^+^ CMs are labeled by EdU, suggesting the active STAT3 pathway in CMs (Supplementary Fig. 4c, d).

To re-enter cell cycle, CMs undergo dedifferentiation, characterized by sarcomere disassembly and downregulation of genes associated with mature CMs^4,32–34^. Indeed, the downregulated genes in response to *il11a* induction are primarily associated with cardiac muscle contraction and metabolic processes (Supplementary Fig. 2d, f), suggesting a transcriptional shift from a mature to an immature state in CMs upon *il11a* induction. 

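Among 58 tested genes of a cardiac muscle contraction list, 30 were lower and 2 higher in *il11a*OE at 7 dpt (edgeR adjusted p under 0.05), or 32 and 2 when adjusted over the list alone, with a median log2 fold change of -0.63. The energy metabolism list, which covers 139 tested genes, had 118 lower and 4 higher (123 and 5 when adjusted over the list alone) and a median of -0.61. Both lists were written before the data were examined, and 51 and 128 of their genes exceeded 10 CPM in control hearts. The middle of each list moved by less than 1 on the log2 scale, and no gene of either list was past 4-fold and higher. Camera gave adjusted p = 1.43e-08 for contraction and 1.13e-26 for energy metabolism, and fry gave 0.000719 for both. With the inter-gene correlation estimated from the libraries neither passed, at 0.0869 and 0.112. In the 9 splits that mix the groups, camera's unadjusted p with the preset correlation ran from 9.78e-08 to 0.147 for contraction and from 1.56e-16 to 0.0589 for energy metabolism. Such splits leave part of any real difference in place. Each set kept its direction and its adjusted p under 0.05 with camera in the 6 fits that left out one library. Reads of mitochondrial genes made up 15.9 ± 0.808% of the counts in control and 12.5 ± 0.998% in *il11a*OE (mean ± SD, n = 3 each). From the lower expression of these gene classes, the paper proposes a shift of cardiomyocytes from a mature to an immature state. It also reports disassembled sarcomeres in *il11a*OE hearts at a later time. In bulk hearts a lower share of cardiomyocytes could lower both lists too, and these libraries do not tell them apart.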

We next assessed the impact on sarcomere structure through α-Actinin staining in control and *il11a*OE at 30 dpt. While control hearts displayed no sign of dedifferentiated CMs, *il11a*OE hearts exhibited a markedly increased sarcomere disassembly with blurred Z-discs (Fig. 2c, e). To evaluate the long-term mitogenic effect of *il11a*OE, we analyzed the uninjured hearts at 3 and 7 months post tamoxifen treatment (mpt). While no differences in body size and weight were observed between control and *il11a*OE (Supplementary Fig. 5), *il11a*OE hearts displayed a noticeable enlargement with a 20% increase in size at 3 mpt (Fig. 2f, g) and the significantly augmented size of the ventricles at 7 mpt (Fig. 2f), indicative of cardiomegaly.

Enlarged hearts can be caused by cardiac hypertrophy, a prominent mechanism responsible for the augmented mammalian hearts following injury^35^, or hyperplasia, a desirable regenerative feature. To determine hypertrophic or hyperplastic effect of *il11a* induction, we quantified the CM density in the ventricles. The number of Mef2^+^ nuclei in the ventricle significantly increased in *il11a*OE, compared to control (123.45 ± 8.71 and 107.45 ± 12.23 CMs/4 × 10^4^ µm^2^ for *il11a*OE and control, respectively) (Fig. 2h, i). Additionally, the individual CMs isolated from *il11a*OE hearts exhibited smaller length (83.65 ± 23.5 µm) than control (101.2 ± 23.2 µm) (Fig. 2j, l). While there is no notable difference in width between control and *il11a*OE CMs, *il11a*OE hearts likely contain some enlarged CMs, indicating a possible low level of hypertrophic effect (Fig. 2j, k). Collectively, these results indicate that *il11a* activation can lead to notable myocardial hyperplasia, highlighting its regenerative effect in zebrafish hearts.

### *il11a* overexpression hypervascularizes the uninjured zebrafish hearts

Stimulating revascularization of coronary vessels is a crucial regenerative process for the hearts^36–38^. To determine whether *il11a*OE can promote coronary vascularization in the absence of injury, we examined the coronary network using *fli1a:EGFP*^*+*^, which labels endothelial vessels^39,40^. Remarkably, whole-mount images demonstrated a more elaborate *fli1a*:EGFP^+^ coronary network in the *il11a*OE hearts as significantly increased vessel density was observed in *il11a*OE ventricles (18.84 ± 4.98% to 26.34 ± 3.27%) (Fig. 3a, b). *fli1a*:EGFP^+^ area in the cortical layer is also highly enhanced in *il11a*OE hearts (10.58 ± 1.19%), compared to control (6.78 ± 0.8%) (Fig. 3c, d). Our transcriptome data revealed that *il11a*OE hearts exhibit a significant upregulation of genes associated with vascularization, including *angptl2a, emilin2a, hmmr, rspo3, sulf1*, and *thsd7aa*^37,41–45^ (Supplementary Fig. 6a). 

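At 7 dpt the largest change among these genes was that of *hmmr*, whose values are given with the regeneration-associated genes. *thsd7aa* (ENSDARG00000061479, chromosome 19 from 37620342 to 37842003) was at 0.368 ± 0.121 CPM in control and 4.42 ± 1.79 CPM in *il11a*OE (mean ± SD, n = 3 each, log2 fold change 3.59, standard error 0.40, edgeR adjusted p = 0.00107). *rspo3*, which shares exon sequence with other genes on its strand, went from 1.87 ± 0.203 to 14.3 ± 1.47 CPM (log2 fold change 2.93, standard error 0.14, edgeR adjusted p = 6.19e-05). The log2 fold change was 2.47 for *angptl2a* (standard error 0.34, edgeR adjusted p = 0.00218) and 2.41 for *sulf1* (standard error 0.11, edgeR adjusted p = 6.01e-05). *emilin2a* was the weakest, with 24 to 33 counts in control and 68 to 100 in *il11a*OE (log2 fold change 1.13, standard error 0.25, edgeR adjusted p = 0.0139). Its adjusted p rose to 0.541 when all 14 libraries of both time points shared one fit (from 0.00489 to 0.541 over the 8 alternatives), and the other 5 genes kept their calls in each of the 8, except that *hmmr*, with 5 to 12 counts in control, was not tested where 10 counts were required in every library. In each of the 6 genes every *il11a*OE library was above every control library, and leaving out any one library kept the adjusted p under 0.05.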

Our scRNA-seq analysis with published dataset of regenerating hearts^44^ identified their injury-dependent induction predominantly within the epicardial cell clusters (Fig. 3e and Supplementary Fig. 6b–d). Our ISH analysis also validated that the angiogenic factors are highly upregulated in the epicardial and cortical layer in *il11a*OE, but not in control (Fig. 3f). Given the pivotal role of the epicardium in guiding coronary growth^8,37,41,46^, alongside with angiogenic factor increment by *il11a*, our data suggest that *il11a* induction activates epicardium to facilitate coronary growth.

**Fig. 3:**
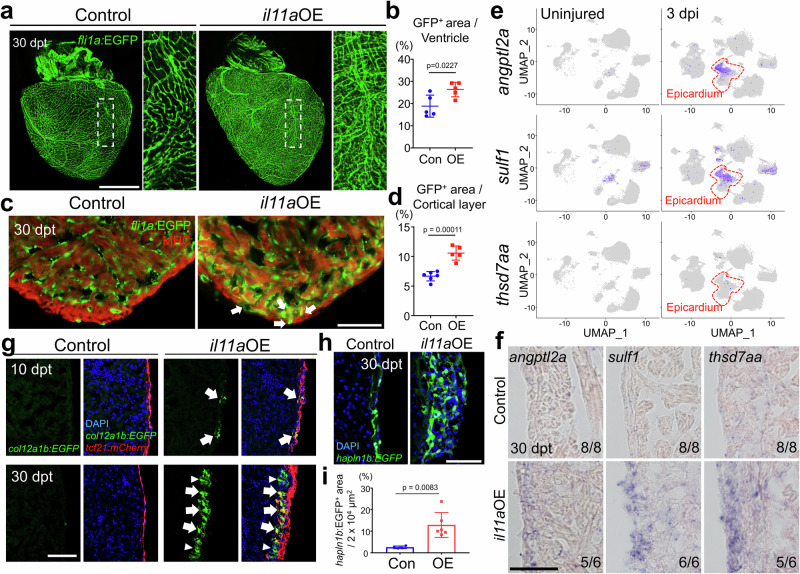
*il11a* induction stimulates vascularization in the absence of injury. **a** Representative whole-mount images of 30 dpt *fli1a:EGFP* hearts from control and *il11a*OE. Insets correspond to higher magnifications of dashed boxes. **b** Quantification of *fli1a:EGFP*^*+*^ vessel area in the ventricles for control Con and *il11a*OE. Biological replicates = 5 for control and *il11a*OE. **c** Representative cardiac section images of 30 dpt control and *il11a*OE hearts. Green and red indicate *fli1a*:EGFP and myosin heavy chain (MHC), respectively. Arrows indicate expanded EGFP^+^ region in the cortical layer. **d** Quantification of EGFP^+^ area in the cortical muscle layer from Con and *il11a*OE. Biological replicates = 6 and 5 for control and *il11a*OE, respectively. **e** Gene expression plots of *angptl2a, sulf1*, and *thsd7aa* induced in epicardium at 3 days post injury (dpi). Cells expressing the indicated gene are colored purple, and the relative intensity indicates relative expression levels. Red dashed lines indicate epicardial expression of indicated genes. uniform manifold approximation and projection (UMAP) clustering with annotated cell-types are in Supplementary Fig. 6. **f** Representative images of in situ hybridization (ISH) for angiogenic factors (*angptl2a*, *sulf1*, *thsd7aa*) on cardiac sections of control and *il11a*OE. The number in the lower right corner of each image represents the fraction of the analyzed hearts with displayed phenotype. Biological replicates = 6 and 8 for control and *il11a*OE, respectively. **g** Representative cardiac section images of control and *il11a*OE expressing *tcf21:mCherry; col12a1b:EGFP*. Top, 10 dpt. Bottom, 30 dpt. Blue, DAPI. Green, EGFP. Red, mCherry. Arrows indicate *tcf21:mCherry* and *col12a1b:EGFP* double positive cells. Arrowheads indicate *tcf21:mCherry*^*-*^*; col12a1b:EGFP*^*+*^ cells. **h** Representative cardiac section images of 30 dpt control and *il11a*OE hearts. Green indicates *hapln1b*:EGFP. **i** Quantification of *hapln1b*:EGFP^+^ area in the cortical muscle layer from Con and *il11a*OE. Biological replicates = 4 and 6 for control and *il11a*OE, respectively. Scale bars, 500 µm in (**a**), 50 µm in (**c**), (**f**), (**g**), and (**h**). Data are mean ± SEM in (**b**), (**d**), and (**i**). *p*-values were determined by unpaired two-tailed *t*-test in (**b**), (**d**), and (**i**).

While epicardium is normally quiescent in uninjured hearts, cardiac injury activates epicardium to undergo epithelial-to-mesenchymal transition (EMT)^47,48^, giving rise to epicardial progenitor cells (EPCs), which are marked by *col12a1b* expression^49,50^. These EPCs subsequently differentiate into diverse epicardium-derived cells (EPDCs) in regenerating hearts^49^. We thus examined whether *il11a* induction can activate the dormant epicardium to initiate the generation of *col12a1b*^*+*^ EPCs even in the uninjured hearts. In control hearts, *tcf21*^*+*^ epithelial cells are typically restricted to one or two layers outlining the ventricles. In contrast, within *il11a*OE hearts, *tcf21*^+^ layers expanded into the mesenchymal layers, a deeper region of the cortical wall, indicating that *il11a* induction triggers the epicardium to undergo EMT (Fig. 3g). Evidently, a subset of *tcf21*^*+*^ epicardial cells within *il11a*OE hearts display *col12a1b:EGFP* expression at 10 dpt, indicating that *il11a* induction activates *tcf21*^*+*^ epicardial cells to become EPCs (Fig. 3g). By 30 dpt, *il11a*OE hearts displayed extensive expansion of *col12a1b*^+^ EPC populations within the deeper mesenchymal layer (Fig. 3g). In contrast, *col12a1b*^+^ EPCs were conspicuously absent in control hearts at 10 and 30 dpt. We also tested whether *il11a*OE can stimulate the activation of *hapln1b*^+^ EPDCs as *hapln1*^+^ EPDCs are known to impact coronary growth^8^. Our data revealed that *il11a*OE hearts display the expansion of *hapln1b*^+^ cell populations in the mesenchymal layer at 30 dpt (Fig. 3h, i). Therefore, our results indicate that *il11a* can stimulate the epicardium to generate EPCs which subsequently differentiate into EPDCs impacting coronary vascularization.

### The cardiac fibrotic effects of prolonged *il11a* treatment

Given recent reports indicating IL11 as a fibrotic factor^22–24^, we explored whether *il11a* could exert a fibrotic role in zebrafish hearts. At 30 dpt, there is no significant difference of collagen deposition between control and *il11a*OE hearts (Fig. 4a). While fibrotic tissue was undetectable in control hearts, *il11a*OE hearts exhibited collagen accumulation in the cortical layer by 3 mpt and massive collagen deposition by 7 mpt (Fig. 4a, b). The cardiac fibrosis mainly manifested in the cortical layer and surface, rather than within the ventricles, and its thickness expanded over time (Fig. 4a, b). These findings suggest that long-term *il11a* induction leads to cardiac fibrosis, especially in the cortical layer.

**Fig. 4:**
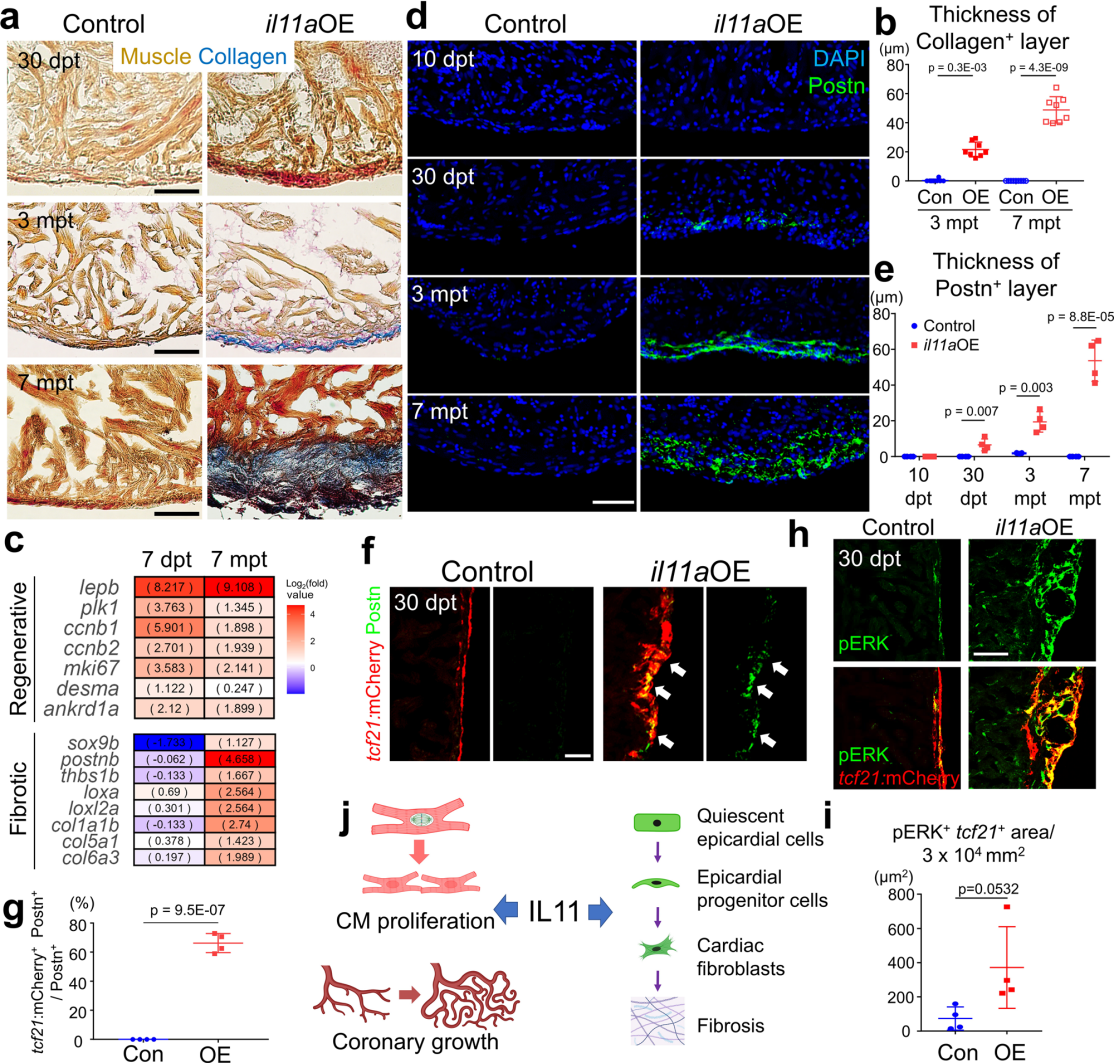
Fibrotic roles of *il11a* in adult zebrafish hearts. **a** Representative AFOG staining images of uninjured control and *il11a*OE hearts at 30 dpt (top), 3 mpt (middle), and 7 mpt (bottom). **b** Thickness of the collagen^+^ layer from Con and *il11a*OE at 3 and 7 mpt. Biological replicates = 8, 9, 9, and 8 for 3 mpt control, 3 mpt *il11a*OE, 7 mpt control, and 7 mpt *il11a*OE, respectively. **c** Differential expression of genes associated with regeneration (top), cardiac fibroblasts and pathological fibrosis (bottom) between 7 dpt and 7 mpt. Gene associated with fibrosis and fibroblasts are significantly upregulated in 7 mpt *il11a*OE hearts, compared to control, while those genes are not induced in 7 dpt *il11a*OE hearts. Expanded list of genes is in Supplementary Fig. 7a. **d** Representative cardiac section images of control and *il11a*OE hearts. Green and blue indicate Periostin (Postn)^+^ fibroblasts and DAPI, respectively. **e** Thickness of the Postn^+^ layer from Con and *il11a*OE at 10 and 30 dpt and 3 and 7 mpt. Biological replicates = 4 for all conditions, except 3 mpt control (*n* = 3). **f** Representative images of cardiac sections labeled with Postn (green) and *tcf21*:mCherry (red) at 30 dpt. Arrows indicate *tcf21*^+^ epicardial cells expressing Postn. **g** Colocalization assay of Postn^+^ cells with *tcf21*:mCherry^+^ layer. Biological replicates = 4 for control and *il11a*OE. **h** Representative cardiac section images stained with mCherry (red) and pERK (green) of 30 dpt Con and *il11a*OE hearts expressing *tcf21:mCherry*. **i** Quantification of pERK^+^ area in *tcf21*^+^ epicardium in the ventricles for Con and *il11a*OE. Biological replicates = 4 for control and *il11a*OE. **j** Dual roles of IL11 in the hearts. IL11 triggers cardiac regeneration programs, including CM proliferation and revascularization. Simultaneously, IL11 contributes to fibrosis by stimulating quiescent epicardial cells to generate epicardial progenitor cells (EPCs), which give rise to cardiac fibroblasts. Created in BioRender. Kang, J. (2024) BioRender.com/g25e465. Scale bars, 25 µm (top and middle) and 50 µm (bottom) in (**a**), 50 µm in (**d**), (**f**), and (**h**). Data are mean ± SEM in (**b**), (**e**), (**g**) and (**i**). *p*-values were determined by two-stage step-up multiple *t*-test in (**b**) and (**e**) and by unpaired two-tailed *t*-test in (**g**) and (**i**).

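At 7 months after the same tamoxifen treatment, hearts of control and *il11a*OE fish were sequenced as 4 libraries per group. The methods give 3 pools per group, and the fold changes in Supplementary Data 2 correspond to a fit of all 8 libraries. The library labels carry a letter F or M, 2 libraries of each per group, that the paper's text does not define. The authors processed the reads as at 7 dpt except that featureCounts ran without its read pair option, so that each mate of a pair was counted, and 99.3% to 99.4% of the nonzero counts in control libraries are even numbers. Counts per library on genes were 87358547 to 105489597 in control (median 93336914) and 73275884 to 130058630 in *il11a*OE (median 93810612.5). Levels in CPM are not compared across the time points, which were counted differently, and each effect was measured within its own time point. The same edgeR test covered 18689 genes. At an adjusted p under 0.05 and 4-fold, 1589 genes differed, 1297 higher and 292 lower, and 4928 passed the adjusted p alone (2652 higher, 2276 lower). Requiring at least 10 counts in every library gave 1004 genes. The groups did not overlap in 95.3% of the genes past both thresholds, again largely a result of how those genes were selected. Of all tested genes, 30.8% did not overlap, against 2.86% by chance. *il11a* was still at 60.8 ± 24.2 CPM in control and 343 ± 70.3 CPM in *il11a*OE (mean ± SD, n = 4 each, log2 fold change 2.49, standard error 0.29, edgeR adjusted p = 0.000309). A test of whether the *il11a*OE effect differed between the time points, over all 14 libraries and 21317 genes, called 940 genes at an adjusted p under 0.05, 456 with a larger and 484 with a smaller effect at 7 mpt, and between 370 and 478 in the fits that each left out one of the 6 libraries of 7 dpt.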

To assess the induction of fibrosis-associated genes by prolonged *il11a*OE, we performed RNA-seq analysis with 7 mpt control and *il11a*OE hearts, comparing them with 7 dpt transcriptome datasets. The border zone of the injured hearts exhibits high enrichment of embryonic CM genes, including *nppa, nppb, desma*, and *ankrd1a*^51–53^. These embryonic genes, in addition to cell cycle and regenerative ECM genes (Supplementary Figs. 2c and 7a), are upregulated early at 7 dpt after *il11a* induction, suggesting the prompt regenerative effect of *il11a* in hearts (Supplementary Fig. 7a). By contrast, our transcriptome analysis revealed a significant upregulation of pathological fibrotic and cardiac fibroblast marker genes, including *col1a1a/b, col5a1, postnb, sox9a/b, dcn*, fibroblast activation genes (*cthrc1a, thbs4b*), ECM-linking genes (various Lysyl oxidase (LOX) enzymes), ECM maturation genes (*mgp, sparc*) and in 7 mpt *il11a*OE hearts, but not 7 dpt (Fig. 4c, Supplementary Fig. 7a, b, and Supplementary Data 1 and 2) ^13,54–62,59–62^. 

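At 7 dpt *nppa* (ENSDARG00000052960, chromosome 8 from 48613040 to 48617664) was at 3048 ± 428 CPM in control and 6023 ± 263 CPM in *il11a*OE (mean ± SD, n = 3 each, log2 fold change 0.98, standard error 0.12, edgeR adjusted p = 0.00127). *nppb* had log2 fold change 1.49, standard error 0.23, edgeR adjusted p = 0.00386, and *desma* went from 1261 ± 194 to 2797 ± 255 CPM (log2 fold change 1.15, standard error 0.13, edgeR adjusted p = 0.00115). *ankrd1a* had the largest change of the 4, with 125 to 177 counts in control and 356 to 1800 in *il11a*OE (log2 fold change 2.15, standard error 0.49, edgeR adjusted p = 0.0162). Its adjusted p stayed under 0.05 in 4 of the 6 fits that left out one library, was 0.0601 and 0.0548 without control replicate 1 or 2, and rose to 0.163 with all 14 libraries in one edgeR fit (from 6.62e-06 to 0.163 over the 8 alternatives). The other 3 genes stayed under 0.05 in each of those fits, and in all 4 genes every *il11a*OE library was above every control library.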

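The list of 23 genes holds those named in the paper's text, all lysyl oxidase genes of the annotation, and *thbs1b* and *col6a3*, which that text does not name. Of these, 22 could be tested at each time point (*loxl5a* had too few counts at 7 mpt and *cthrc1a* at 7 dpt). At 7 mpt 12 were higher in *il11a*OE at an edgeR adjusted p under 0.05 and none lower, even at an unadjusted p under 0.05, or 16 higher when adjusted over the list alone. As the paper names most of these genes from the same libraries, neither count is independent evidence, nor is a comparison of the list between the time points. At 7 dpt 1 gene of the list, *loxl4*, was higher (log2 fold change 0.85, edgeR adjusted p = 0.00540) and 3 were lower, or 1 and 1 when adjusted over the list alone. Without *il11a*OE replicate 3 of 7 dpt 2 genes were higher, *loxl2b* being the other, and with all 14 libraries in one edgeR fit 0 of the genes was. *postnb* (ENSDARG00000104267, chromosome 15 from 32710094 to 32741733) changed most, from 36.1 ± 9.79 to 922 ± 205 CPM at 7 mpt (mean ± SD, n = 4 each, log2 fold change 4.67, standard error 0.27, edgeR adjusted p = 2.32e-05), where at 7 dpt its log2 fold change was -0.032 (adjusted p = 0.926, edgeR). *col1a1a*, which has an overlapping opposite-strand gene, rose by 2.86 on the log2 scale at 7 mpt (standard error 0.35, edgeR adjusted p = 0.000381) and *col1a1b* by 2.76 (standard error 0.39, edgeR adjusted p = 0.000913). *sparc* moved in opposite directions at the time points, with 2.21 at 7 mpt (edgeR adjusted p = 0.000450) and -0.64 at 7 dpt (edgeR adjusted p = 0.0105). The other genes called at 7 mpt were *col5a1*, *dcn*, *thbs1b*, *col6a3*, *loxl2b*, *loxl1*, *loxa* and *loxl2a*, with log2 fold changes of 1.18 to 2.58. Not past the threshold were *sox9a* (1.22, edgeR adjusted p = 0.103), *sox9b* (1.15, 0.278), *cthrc1a* (2.97, 0.196), *thbs4b* (1.47, 0.0687) and *mgp* (1.08, 0.0709). *thbs4b* was lower in *il11a*OE at 7 dpt (-1.38, edgeR adjusted p = 0.0308), as was *mgp* (-1.08, 0.0437), whose exons overlap another gene of its strand, and these calls held in 2 and 1 of the 6 fits that left out one library. DESeq2 called *thbs4b* and *mgp* higher at 7 mpt, with adjusted p of 0.0203 and 0.0353, where the alternatives ranged from 0.0203 to 0.0853 and from 0.0353 to 0.0933. Of the lysyl oxidase genes, *loxl3a*, *loxl3b*, *loxl4*, *loxl5b* and a second gene named *LOXL4* were not past the threshold at 7 mpt with edgeR. *cthrc1a* passed without control replicate 2, where a single library held most of its control counts.

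**Figure D1:**
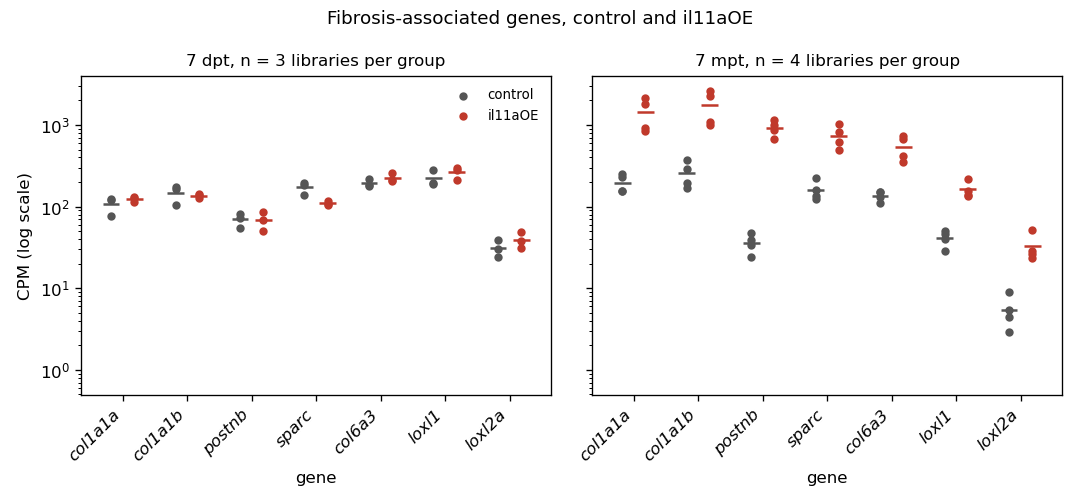
CPM (log axis) of 7 fibrosis-associated genes in each library of control (grey) and *il11a*OE (red) at 7 dpt (left, n = 3 libraries per group) and 7 mpt (right, n = 4 libraries per group), with a line at each group's mean. The 7 genes shown are those of the list with a larger *il11a*OE effect at 7 mpt than at 7 dpt (edgeR adjusted p under 0.05). The other genes of the list, some not past the threshold at 7 mpt, are not shown. CPM levels are not comparable between the time points. At 7 mpt all *il11a*OE libraries lie above the control libraries in each gene shown, which partly follows from this choice. *postnb* was at 36.1 CPM in control and 922 CPM in *il11a*OE on average.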

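At 7 mpt *tgfb1b* (ENSDARG00000034895, chromosome 21 from 21621042 to 21629828) was at 9.83 ± 2.06 CPM in control and 19.3 ± 2.63 CPM in *il11a*OE (mean ± SD, n = 4 each, log2 fold change 0.97, standard error 0.19, edgeR adjusted p = 0.00403). Every *il11a*OE library was above every control library, and with each library left out the log2 fold change ran from 0.84 to 1.08. For *tgfb1a* (ENSDARG00000041502, chromosome 15 from 2776506 to 2803313) the groups overlapped, at 13.3 ± 3.07 CPM in control and 15.2 ± 3.25 CPM in *il11a*OE (log2 fold change 0.19, standard error 0.21, edgeR adjusted p = 0.577). In each of the 9 alternatives *tgfb1b* was called and *tgfb1a* was not. At 7 dpt both homologs were higher with no overlap between the groups, *tgfb1b* by 0.64 on the log2 scale (standard error 0.11, edgeR adjusted p = 0.00515) and *tgfb1a* by 0.39 (standard error 0.09, edgeR adjusted p = 0.0150), and both kept their calls in the 6 fits that left out one library there. Of 8 alternatives at 7 dpt, all called *tgfb1b* and 6 called *tgfb1a* (adjusted p from 0.00467 to 0.195). No difference in effect between the time points was detected for either, at 0.32 (edgeR adjusted p = 0.521) and -0.23 (0.692).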

Extended *il11a* induction moderately, but not robustly, upregulates one of two *transforming growth factor β1* (*tgfb1*) homologs (Supplementary Fig. 7a), aligning with the previous finding that *Il11* plays roles as a downstream effector of *Tgfb1* for cardiac fibrosis^22^. These results highlight the dual functions of *il11* as a regenerative factor with more immediate effects and a fibrotic factor, presumably, with indirect consequences.

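The change of the *il11a*OE effect between the time points was tested for each gene. Of the 23 fibrosis-associated genes, 7 had a larger effect at 7 mpt than at 7 dpt (*col1a1a*, *col1a1b*, *postnb*, *sparc*, *col6a3*, *loxl1* and *loxl2a*) and none a smaller one, even at an unadjusted p under 0.05. The effect on *postnb* was 4.69 larger on the log2 scale (standard error 0.36, edgeR adjusted p = 5.11e-05) and that on *sparc* 2.83 larger (standard error 0.35, edgeR adjusted p = 0.00101). The regeneration-associated genes went the other way in part. All 9 were called higher at both time points, with 1.94 as the median log2 fold change at 7 mpt, but 4 had a smaller effect at 7 mpt, namely *hmmr* (-4.41, edgeR adjusted p = 0.00420), *cdk1* (-4.24, 0.000808), *ccnb1* (-4.02, 0.0186) and *plk1* (-2.45, 0.0100). *fn1b* had a larger effect at 7 mpt (1.91, 0.00175), and the changes of *lepb*, *col12a1b*, *ccnb2* and *mki67* were not past 0.05. The smaller effect on *mki67* did pass with the replicate number as a block (-1.59, edgeR adjusted p = 0.0351). It also passed without *il11a*OE replicate 3 of 7 mpt (-1.95, 0.0435). Leaving out control replicate 1 of 7 mpt raised the number of fibrosis-associated genes with a larger effect to 11. The adjusted p of *ccnb1* rose to 0.0624, 0.0561 and 0.0502 without control replicate 1 or 2 or *il11a*OE replicate 3 of 7 dpt, and that of *loxl2a* to at most 0.0745 without control replicate 2 or 3 or *il11a*OE replicate 1 or 3 of 7 dpt. With the replicate number as a block the edgeR adjusted p of *loxl2a* was 0.0801. At 7 mpt the number called depended on single libraries, at 4 of the 9 genes without *il11a*OE replicate 3 or 4, at 5 without control replicate 1, 2 or 4, and at 5 with limma-voom.

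**Figure D2:**
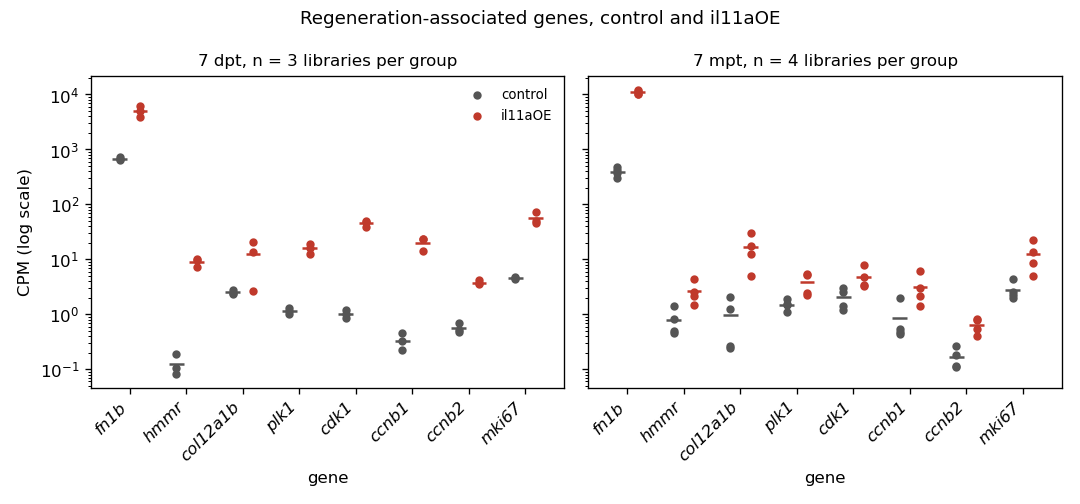
CPM (log axis) of 8 regeneration-associated genes in each library of control (grey) and *il11a*OE (red) at 7 dpt (left, n = 3 libraries per group) and 7 mpt (right, n = 4 libraries per group), with a line at each group's mean. CPM levels are not comparable between the time points, and the log2 difference for *cdk1* is 5.48 at 7 dpt and 1.24 at 7 mpt.

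From the early regenerative and the late fibrotic expression changes the paper concludes that *il11* has both functions, and proposes that the fibrotic one is indirect. Besides expression, the paper draws on staining for cycling cardiomyocytes, late collagen deposition and Periostin-positive cells in the epicardium.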

In regenerating zebrafish hearts, cardiac fibrosis is largely mediated by epicardium-derived fibroblasts that appear in the cortical layer following injury^6,13,63,64^. Given that the fibrosis driven by *il11a* overexpressing hearts is predominantly observed in this cortical layer, we hypothesize that prolonged *il11a* exposure can activate the epicardium constantly, leading to sustained cardiac fibroblast production and subsequent fibrosis. Supporting this notion, while Periostin^+^ (Postn^+^) cells are undetectable in the 10 dpt *il11a*OE hearts, *il11a* induction led to the emergence of Postn^+^ fibroblasts in the cortical layer at 30 dpt without an injury (Fig. 4d, e). These Postn ^+^ fibroblasts are gradually expanded at 3 mpt and dispersed across the cortical layer, where collagens are extensively deposited. Next, we examined whether epicardial cells can give rise to the Postn ^+^ fibroblasts. Notably, 66% Postn^+^ cells are colocalized with *tcf21*:mCherry^+^ epicardial cells in *il11a*OE at 30 dpt while there is no Postn expression in epicardial cells of control hearts (Fig. 4f, g). Thus, our results indicate that fibrosis resulting from ectopic *il11a* expression is mediated by epicardial-derived Postn^+^ cardiac fibroblasts.

ACTA2, smooth muscle alpha (α)−2 actin, is used as a biomarker for the injury-induced myofibroblasts in mammalian hearts^65,66^, raising a question of ACTA2 expression in response to *il11a*OE. In addition to myofibroblasts, ACTA2 also labels vascular smooth muscle cells (VSMCs) and dedifferentiating CMs^51,67^. While circular ACTA2^+^ cell layers were observed in the cortical layers of both control and *il11a*OE hearts, *il11a* induced the additional ACTA2^+^ cells in the cortical layer without an injury at 30 dpt (Supplementary Fig. 8a–e). To discriminate ACTA2-expressing cells, we examined their location and colocalization with blood vessels and CM markers. In control hearts, most ACTA2^+^ cells were found encircling *fil1a:EGFP*^*+*^ coronary vessels within the outer cortical layer of ventricles, an indicative of VSMC (Supplementary Fig. 8c). Although circular ACTA2^+^ VSMC layers were also evident in *il11a*OE hearts, we found that *il11a*OE hearts additionally display a thick and linear ACTA2^+^ layer in the deeper cortical layer (Supplementary Fig. 8c). These ACTA2^+^ layers are not closely associated with *fli1a:EGFP*^+^ cells, indicating non-VSMC cell types (Supplementary Fig. 8d). While the majority of these ACTA2^+^ cells lack α-Actinin CM signature (Supplementary Fig. 8e), they co-express a myosin heavy chain (MHC) CM gene (Supplementary Fig. 8f–h). Based on the anatomical location of the primordial CM layer that gives rise to trabecular CMs during development^68^, our results indicate that *il11a*-induced ACTA2^+^ layers in the deeper cortical layer are likely dedifferentiating CMs.

As ERK, a downstream effector of the MAPK pathway, controls various cellular processes, including proliferation, survival, and fibrosis^69,70^, we questioned whether ERK mediates *il11a*-inducible fibrosis in the epicardium. While control hearts contain a minimal number of phospho-ERK (pERK)^+^ *tcf21*^+^ epicardial cells, their numbers are significantly increased upon *il11a* induction (Fig. 4h, i and Supplementary Fig. 7c, d). Also, the pERK signal remained undetectable in CMs in both control and *il11a*OE (Supplementary Fig. 7e), indicating the limited impact of MAPK/ERK signaling on CM proliferation. These findings suggest that the persistent *il11a* induction can provoke fibrosis by promoting the presence of cardiac fibroblasts from MAPK/ERK-activated EPCs.

### *il11a* induction with ERK inhibition can enhance CM proliferation without exacerbating fibrosis

Our studies on *il11a*OE in uninjured hearts demonstrated dual roles of *il11a*, acting as a double-edged sword in heart repair: *il11* signaling can promote the regenerative program while also contributing to cardiac fibrosis (Fig. 4j). We next explored whether this dual functionality of *il11a* is also operational in injured hearts. At 14 days post injured hearts, ectopic *il11a* activation significantly increased CM cycling (8.61 ± 1.26% and 5.20 ± 0.80% in OE and control, respectively) (Fig. 5a, b and Supplementary Fig. 9a), confirming its regenerative effect on injured hearts. To assess the fibrotic effects of *il11a* on injured hearts, we performed ventricular apex resection with control and *il11a*OE fish and collected hearts at 30 dpa, at which myocardial wall regeneration is typically completed^1^. Control hearts had limited scarring at the wound, a sign of successful scar resolution. In contrast, *il11a*OE hearts exhibited apparent collagen-rich scar tissues at the injury site (8.19 ± 3.33% and 0.62 ± 0.67% in OE and control, respectively) (Fig. 5c, d and Supplementary Fig. 9b, c). This time point is relatively earlier than when *il11a*-stimulated fibrosis is observed in the uninjured hearts, as uninjured *il11a*OE hearts did not display noticeable collagen-rich fibrotic tissues at 30 dpt (Fig. 4a). Furthermore, ectopic *il11a* induction led to the persistence of *col12a1b*^+^ EPCs and fibrotic tissues at the injury site in cryoinjured hearts (Supplementary Fig. 10a–d). Similar to *il11a*OE uninjured hearts, we observed prominent Postn^+^ layers at the wound area of *il11a*OE hearts, suggesting the existence of cardiac fibroblasts induced by *il11a*OE (Supplementary Fig. 10e, f). Overall, these results indicate regenerative and fibrotic functions of *il11a* in injured hearts.

**Fig. 5:**
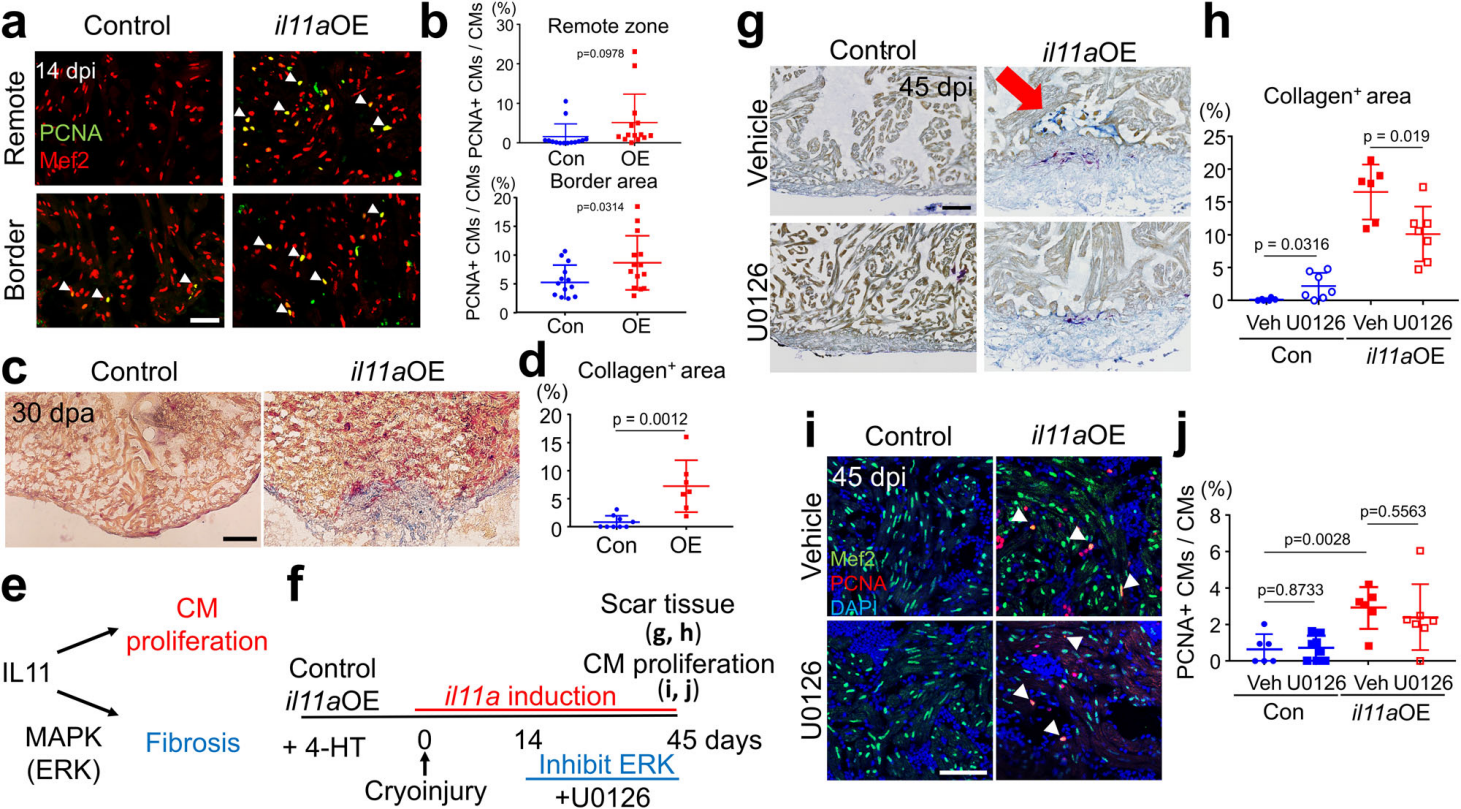
Combinatorial treatment enables to harness the regenerative potential of *il11a* in injured hearts. **a** Representative cardiac section images of 14 dpi control and *il11a*OE hearts stained with Mef2 (red) and PCNA (green). Cryoinjury was performed one day after administering four daily injections of 4-HT. Arrowheads indicate proliferative CMs. **b** The percentage of PCNA^+^ CMs in the remote and border zone from Con and *il11a*OE at 14 dpi. Biological replicates = 14 for control and *il11a*OE. **c** Representative AFOG staining images of control and *il11a*OE hearts at 30 dpa. **d** Quantification of collagen^+^ area in the ventricle of control Con and *il11a*OE at 30 dpa. Biological replicates = 7 and 9 for control and *il11a*OE, respectively. **e** Dual roles of *il11a* in injured hearts. *il11a* promotes CM proliferation while inducing fibrosis via Extracellular signal-regulated kinase (ERK) activity. **f** Experimental scheme to harness the regenerative potential of *il11a* while mitigating fibrosis by treating U0126, an ERK inhibitor, starting at 14 dpi. **g** Representative AFOG staining images of vehicle (Veh, 0.1% DMSO) or U0126 (10 µM) treated hearts from control and *il11a*OE. Hearts were collected at 45 dpi/55 dpt. The arrow indicates the presence of scar tissue near the injury site in Veh-treated *il11a*OE hearts. **h** Quantification of scar area in the ventricles of Veh or U0126-treated control and *il11a*OE hearts. Biological replicates = 6, 7, 6, and 7 for control_DMSO, control_U0126, *il11a*OE_DMSO, and *il11a*OE_U0126, respectively. **i** Representative cardiac section images of Veh- or U0126-treated control and *il11a*OE hearts stained with Mef2 (green) and PCNA (red) at 45 dpi. Arrowheads indicate proliferative CMs. **j** The percentage of PCNA^+^ CMs in the ventricles of Veh or U0126-treated control and *il11a*OE hearts at 45 dpi. Biological replicates = 6, 7, 6, and 7 for control_DMSO, control_U0126, *il11a*OE_DMSO, and *il11a*OE_U0126, respectively. Scale bars, 25 µm in (**a**) and (**g**), 50 µm in (**c**) and (**i**). Data are mean ± SEM in (**b**), (**d**), (**h**) and (**j**). *p*-values were determined by unpaired two-tailed *t*-test in (**b**), (**d**), (**h**) and (**j**).

To harness the regenerative potential of *il11a* for injured hearts, mitigating its fibrotic function is crucial. Thus, we devised a concurrent treatment strategy involving *il11a* induction with preventing cardiac fibrosis through ERK/MAPK inhibition (Fig. 5e). This approach aims to facilitate heart repair by promoting CM proliferation via *il11a* induction while minimizing cardiac fibrosis by inhibiting fibrosis-specific signaling at a later time point. To achieve this, we administered U0126, an ERK inhibitor^71^, for a month, starting at 2 weeks after cryoinjury with control and *il11a*OE fish and collected hearts at 45 days post injury (dpi) (Fig. 5f). Collagen deposition was not evident in the hearts of control fish treated with vehicle or U0126 (Fig. 5g, h), suggesting that U0126 treatment during the late regenerative phase minimally affects heart repair. By contrast, *il11a*OE hearts treated with vehicle displayed significant collagen deposition at the injury site, confirming the fibrotic function of *il11a* in injured hearts (Fig. 5g, h). Interestingly, U0126 treatment in *il11a*OE significantly reduced the presence of fibrotic tissues at the injury site (Fig. 5g, h), implicating that inhibiting ERK activity reduces *il11a*-induced cardiac fibrosis. Moreover, we observed that CMs in *il11a*OE hearts treated with U0126 and vehicle exhibited a similar cell cycling rate (Fig. 5i, j). As another readout of regeneration, we quantified the total number of Mef2^+^ CMs throughout a ventricle in 45 dpi hearts and found that U0126-treated *il11a*OE hearts have significantly more Mef2^+^ CMs than control hearts (Supplementary Fig. 11a, b). These results highlight the specific effect of ERK/MAPK inhibition on cardiac fibrosis with limited influence on regeneration. Taken together, our findings provide a proof-of-principle that combinatorial treatment of *il11a* induction with inhibiting fibrosis holds significant potential for enhancing heart regeneration following cardiac injury.

## Discussion

Our expression analysis and functional assays shed light on that *il11* is a potent regenerative factor for heart repair. During normal heart regeneration, *il11a* is produced from non-CMs at the early phase to trigger regenerative programs by initiating cell cycle reentry for CMs, activating epicardium for generating EPCs and stimulating vascularization. Its expression is decommissioned at the late regenerative phase to block aberrant outcomes, such as preventing fibrosis resolution. We demonstrate that *il11a* induction in the uninjured heart can stimulate regeneration programs, indicating that *il11* is a potent regenerative factor to enhance heart repair. Notably, we showed that *il11a* induction can enlarge hearts via CM hyperplasia rather than hypertrophy. However, prolonged epicardium activation by *il11a* leads to the persistent presence of EPCs, resulting in the constant production of cardiac fibroblasts and subsequent fibrosis. Additionally, our analysis of scRNA-seq profiles obtained from an extensive number of cardiac cells^44^ revealed widespread expression of *il11ra*, a zebrafish homolog of *il11* receptor gene, across multiple cardiac cell types, including CMs and epicardium, supporting the pivotal function of IL11 signaling in CMs and epicardium (Supplementary Fig. 11c). Overall, our study demonstrates that *il11* signaling should be tightly regulated for effective and successful heart regeneration.

Regenerative paracrine factors are promising therapeutic candidates, due to their potential efficacy as drugs and simple delivery methods. Cytosolic and nuclear proteins require specific methodologies to be delivered inside the cells, presenting an additional challenge^72–74^. However, our studies reveal that application of paracrine factors for heart regeneration should be carefully considered, especially in the aspect of cardiac fibrosis. One essential yet paradoxical regenerative event is to accumulate ECM proteins, such as collagen, by cardiac fibroblasts at the injury site. Although this fibrotic response is thought to be detrimental due to its non-contractile feature potentially causing heart failure^75^, it is indispensable and beneficial for heart regeneration at the early phase^13,76,77^. As demonstrated in our study, a single paracrine factor and signaling can target multiple cardiac cells, including CMs, endocardium/endothelium, and epicardium. Notably, the activated epicardial cells undergo reprogramming to generate progenitor cells, which later differentiate into the cardiac fibroblasts contributing to fibrosis. Consequently, a paracrine factor can serve as a double-edged sword to induce beneficial regenerative effects as well as detrimental cardiac fibrosis. In nature, these two effects are precisely balanced through tight spatiotemporal control during heart regeneration. However, current methodologies to enhance heart regeneration often face limitations, such as targeting multiple cell types by viral vectors or delivery vehicles^78^, and obscure duration for functional recovery^79^. Here, we prove that delivering *il11a* paracrine factor, along with inhibiting cardiac fibrosis via ERK inhibitor treatment, in injured hearts can maintain CM proliferation without exacerbating fibrosis. Therefore, paracrine factor treatment combined with attenuating cardiac fibrosis can represent a more effective regenerative medicine strategy.

Previous works on *il11* across animal species and tissues have revealed seemingly conflicting results, as *il11* is known to have both regenerative and fibrotic properties^18–23,30,80–85^. Regarding the hearts, cardioprotective and fibrotic roles of *Il11* have been reported^21–23,30,84,85^. Both *il11ra* mutant (loss-of-function for IL11 signaling)^21^ and *il11*OE (gain-of-function in this work and ref. ^85^)^85^ models exhibited cardiac fibrosis phenotypes. Loss-of-function study demonstrated that *il11ra* mutants exhibit an elevated number of myofibroblasts derived from endocardium and epicardium, leading to defective resolution of cardiac fibrosis. Tissue-specific rescue experiment of *il11ra* mitigates endocardium-derived myofibroblast differentiation, but not epicardium, suggesting the key roles of *il11* signaling in the endocardium for endothelial-to-mesenchymal transition (EndoMT). Our gain-of-function study revealed that *il11a*-mediated fibrotic effect is indirect through prolonged activation of epicardium. *il11*-induced epicardial activation is crucial to establish a regenerative niche at the initial phase of regeneration. However, persistent epicardium activation by *il11* results in continuous generation of cardiac fibroblasts, ultimately leading to cardiac fibrosis. These findings can explain controversies of *il11* signaling by highlighting pleiotropic function of *il11* depending on the location and duration of its expression.

Our study offers important new insights into IL11 biology for cardiac regeneration and fibrosis. A deeper understanding of IL11-associated cellular and molecular processes will be critical for developing a therapeutic strategy for precise regenerative effects with limited fibrosis.

## Methods

### Zebrafish

Wild-type or transgenic male and female zebrafish of the outbred Ekkwill (EK) strain ranging up to 18 months of age were used for all zebrafish experiments. The following transgenic lines were used in this study: *Tg(cmlc2:creER)*^*pd10*^*, Tg(cmlc2:mCherry-N-2A-Fluc)*^*pd71*^*, Tg(col12a1b:EGFP)*^*wcm108*^*, Tg(fli1:EGFP)*^*y1*^*, Tg(−6.5kdrl:mCherry)*^*ci5*^*, Tg(tcf21:mCherry-NTR)*^*pd108*^, *hapln1b*:EGFP^4,49,50,86–89^. To generate *actb2:loxP-BFP-loxP-il11a* (*uwk28*), the transgenic construct was generated by modifying *actb2:loxP-BFP-loxP-nrg1*^90^. The *nrg1* sequence were replaced with *il11a* cDNA amplified by PCR using wild-type zebrafish cDNA libraries. Primers are listed in Supplementary Table 1. The entire cassette was flanked with I-*Sce*I sites for meganusclease-enhanced transgenesis. The identified founder line was crossed with *cmlc2:creER* to induce *il11a* induction upon tamoxifen treatment. Water temperature was maintained at 26 °C for animals unless otherwise indicated. Work with zebrafish was performed in accordance with University of Wisconsin–Madison guidelines. Partial ventricular resention surgery was performed as described previously^1^, in which ~20% of the cardiac ventricle was removed at the apex. Ventricular cryoinjuries were performed as described^91^. Briefly, the ventricular wall was applied by a cryoprobe precooled in liquid nitrogen.

### Generation of *il11a*^*EGFP*^

To generate *il11a* knock-in reporter (*uwk25*), we generated a donor construct having 5′ and 3′ homology arms (HAs) and *EGFP-SV40pA* cassette. 5′ and 3′ HAs were amplified using genomic DNA extracted from fish that were used for injection. These HA fragments were subcloned into the pCS2-EGFP-pA-IsceI vector. For linearization, sgRNA located in 3′ HA (“GG ATC AAGTG TTACT CGCTC AGG”) was used. sgRNAs synthesis and microinjection were described in ref. ^92^. Briefly, sgRNA were synthesized by a cloning-free method using the MEGAshortscript T7 Transcription Kit (Invitrogen, AM1354) and purified by the RNA purification Kit (Zymogen, R1016) according to the manufacturer’s instructions. A sgRNA (25~30 ng/μl) and a donor plasmid (20–25 ng/μl) were mixed and co-injected with Cas9 protein (0.5 μg/μl; PNABio, CP01) into the one-cell stage embryos. After injection, none of larvae exhibit EGFP expression without injury. To sort F_0_ animals carrying *EGFP-pA* at the *il11a* locus, fin folds were amputated at 3 or 4 dpf, and embryos displaying EGFP fluorescence near the injury site at 1 dpa were selected. EGFP-positive larvae were raised to adulthood, and founders were screened with F_1_ progenies driving fin fold injury-inducible EGFP expression. Integration at the *il11a* locus was identified by PCR with primers described in Supplementary Table 1, followed by Sanger sequencing. For expression pattern to determine spatiotemporal expression of *il11a*^*EGFP*^, at least three biological replicates, unless indicated, were examined per each time point and per observation to allow for potential variability within a single experiment.

### Immunostaining, histology and imaging

Hearts were fixed with 4% paraformaldehyde (PFA) for 1 h at room temperature. Cryosectioning and immunohistochemistry were performed as described previously with modifications^25^. Hearts were cryosectioned at 10 µm. Heart sections were equally distributed onto four to six serial slides so that each slide contained sections representing all area of the ventricle. 5 or 10% goat serum, 1% BSA, 1% DMSO, and 0.2% Triton X-100 solution was used for blocking and antibody staining. The primary and secondary antibodies used in this study were: anti-myosin heavy chain (mouse, F59; Developmental Studies Hybridoma Bank; 1:50 or mouse, MF20; Developmental Studies Hybridoma Bank; 1:50), anti-EGFP (rabbit, A11122; Life Technologies; 1:200), anti-EGFP (chicken, GFP-1020; Aves Labs; 1:2000), anti-Ds-Red (rabbit, 632496; Clontech; 1:500), anti-mCherry (chicken, MC87977980; Aves Labs; 1:500), anti-Raldh2 (rabbit, GTX124302; Genetex; 1:200), anti-PCNA (mouse, P8825; Sigma; 1:200), anti-α-Actinin (mouse, A7811; Sigma, 1:200), anti-ACTA2 (rabbit, GTX124505; GeneTex; 1:200), anti-pERK (rabbit, 9101; Cell Signaling Technology; 1:250). Anti-Mef2 (rabbit; 1:200)^49^, Anti-phospho-Histone H3 (rabbit, 9701; Cell Signaling Technology, 1:100), Anti-phospho STAT3 (rabbit, 9131S; Cell Signaling Technology, 1:100), anti-Periostin (rabbit, 19899-1-AP, Proteintech, 1:200), Alexa Fluor 488 (mouse, rabbit, and chicken; A11029, A11034, and A11039; Life Technologies; 1:500), Alexa Fluor 594 (mouse and rabbit; A11032 and A11037; Life Technologies; 1:500). TUNEL staining was performed using in situ cell death detection kit (11684795910, Roche) in immunostaining. ISH on cryosections of 4% paraformaldehyde-fixed hearts was performed as previously described^25^. To generate digoxigenin-labeled probes, we used cDNA for 3′ part of each gene. Primer sequences are listed in Supplementary Table 1. Images of cardiac tissue sections were acquired using an Eclipse Ti-U inverted compound microscope (Nikon) or BZ-X810 fluorescence microscope (Keyence). Images were processed using either NIS-Elements (Nikon), ZEN (Zeiss), BZ-X800 analyzer (Keyence) or FIJI/ImageJ software.

### AFOG staining and quantification of collagen deposition

AFOG staining was performed on 10 µm sections as described^1^. Samples were first incubated at 60 °C for 2 h with Bouin preheated at 60 °C for 30 min; slides were then rinsed in running water for 30 min, and incubated with phosphomolybdic acid solution, followed by the sample incubation in AFGO staining solution for 10 min. For quantification of collagen deposition, collagen^+^ area was manually measured using ImageJ and normalized by the ventricular size and normalized by the entire ventricle size. Two to four largest sections were analyzed for each heart.

### Drug treatment

For tamoxifen treatments, 6-month to 1-year-old adult zebrafish were bathed in 5 µM tamoxifen (Sigma-Aldrich, T5648) for 24 h. zebrafish were rinsed with fresh aquarium water and returned to the recirculating water system for feeding. For 4-hydroxytamoxifen (4-HT) treatments, 6-month to 1-year-old adult zebrafish were intraperitoneally injected with 10 µl of 3 mM 4-HT (Sigma-Aldrich, H7904) for 4 consecutive days and returned to the water system as described previously^93^. For EdU treatments, 10 mM EdU was intraperitoneally injected once every 24 h for three consecutive days 24 h prior to heart collection. For U0126 treatments, Fish were intraperitoneally injected with 10 µl of the 10 µM U0126 or 0.1 % DMSO in phosphate-buffered saline (PBS) using a 10 µl Hamilton syringe (1701SN) once daily for 30 days. CM ablation and imaging were performed as previously described in ref. ^94^. Briefly, 5 dpf *cmlc2:mCherry-NTR* zebrafish were incubated in 10 mM Metronidazole for 18 h. The Mtz-containing medium was replaced with fresh embryo medium several times and larvae were returned to 28 °C.

### Whole mount imaging

Whole mount imaging was performed as described in ref. ^95^. Hearts were isolated from tricaine-anesthetized adult animals. Freshly isolated hearts were rinsed with 1X PBS and immediately mounted in 1% low-melting agarose/PBS (0.01% tricaine) in a glass bottom dish. The images were acquired using an Eclipse Ti-U inverted compound microscope (Nikon). Confocal sections covering the entire heart were imaged from ventral sides and processed to obtain maximal intensity projections. *Fli1a:EGFP*^*+*^ area within a ventricle was assessed using ImageJ/Fiji image to measure vascular density.

### Quantification of ventricular size

Hearts were collected from tricaine-anesthetized adult animals and fixed with 4% PFA for 1 h at room temperature. Hearts were rinsed with 1X PBS with 0.1% Tween-20 and aligned on specimen stage. The images were acquired using an Zeiss Axio Zoom.V16 fluorescence stereo microscope. For quantification of ventricular size, the size was measured as described in ref. ^32^. the ventricular outline was manually traced, and the area encompassed by the outline was quantified using ZEN microscopy software (Blue edition).

### Quantification of cardiomyocyte size

The size of cardiomyocytes was quantified as previously described in ref. ^32^. Zebrafish ventricles were fixed in 3% PFA for 5 min and incubated in PBS supplemented with 1 mg/mL collagenase type 4 (Worthington Biochemical) at 4 °C overnight. Dissociated cardiac muscle cells are deposited into a slide using a cytocentrifuge (Thermo Scientific, Cytospin 4), followed by immunofluorescence using an anti-α-Actinin antibody. Images of α-Actinin^+^ cells were acquired by BZ-X810 fluorescence microscope (Keyence) and used to measure the size of individual cardiomyocytes using FIJI/ImageJ software.

### RNA isolation and bioinformatics

RNA was isolated from control and *il11a*OE hearts using Tri-Reagent (ThermoFisher). Complementary DNA (cDNA) was synthesized from 300 ng to 1 μg of total RNA using a NEB ProtoScript II first strand cDNA synthesis kit (NEB, E6560). For RNA-sequencing, total RNA was prepared from three biological replicate pools of 7 dpt or 7 mpt uninjured heart samples of control and *il11a*OE transgenic fish. Generation of mRNA libraries and sequencing were performed at the Biotechnology center at UW-Madison using an Illumina NovaSeq with 150 bp paired-end runs. Sequences were aligned to the zebrafish genome (GRCz11) using HISAT2^96^. Differentially regulated transcripts were identified using Featurecount^97^ and Deseq2^98^. GO-term and GSEA analyses were done by the enrichGo and gseGO functions of clusterProfiler^99^. Accession numbers for transcriptome data sets are GSE233833.

scRNA-seq analysis of uninjured and regenerating hearts was done as described in ref. ^100^. Briefly, we obtained count files from GSE159032 and GSE158919^44^ and reanalyzed with Seurat package^101^. Low quality cells (nFeature_RNA ≥ 4100, mitoRatio ≥ 0.25) were filtered out. The 50 principal components (PCs) of the PCA with resolution 4 were used for clustering. Marker genes to identify cell-types are listed in ref. ^100^.

### Quantification of Mef2+ cells

Quantification of cardiomyocytes number in the ventricle was performed using the FIJI/ImageJ software. The entire ventricle region was determined and selected as a ROI with guidance provided by the green channel (α-Actinin) images. To count the cardiomyocytes, red channel (Mef2) was converted to 8 bits in selected ROIs, followed by automatic count of the red circular objects with the Analyze Particles tool. The total numbers of cardiomyocytes in 5 serial cardiac sections were calculated.

### Quantification

Quantification of EGFP^+^ area was performed using the FIJI/ImageJ software. 2–5 sections were used to determine the values in one cardiac sample. ROIs were determined by manual selection of heart outlines, with guidance provided by the red channel (MHC) images. ROIs were selected by 400 µm (*H*) × 400 µm (*W*) from apex of a ventricle in the uninjured hearts or from amputation plane in the injured hearts. To quantify EGFP^+^, selected ROIs were converted to 8 bit, adjusted with threshold, which is determined by autofluorescence level of EGFP^+^ areas in ROIs were evaluated. For CM proliferation index, PCNA^+^ Mef2^+^ CMs were quantified from Mef2^+^ CMs as described previously^11^. Images of the injury area were taken by 400 µm (*W*) × 200 µm (*H*) from the apical edge of the ventricular myocardium. The number of Mef2^+^ PCNA^+^ cells were manually counted using FIJI/ImageJ software. Three or four sections were analyzed for each heart. Quantification in uninjured hearts was conducted similarly, except that images of the mid-ventricular myocardium were taken for quantification. For quantification of sarcomere disorganization, 3 α-Actinin^+^ areas with 200 µm (*W*) × 200 µm (*H*) were randomly taken from one section in the ventricular myocardium. The disorganized sarcomere area was manually measured by drawing a ROI without sarcomeric striation pattern. The sum of the ROIs was normalized by the entire α-Actinin^+^ area using FIJI/ImageJ software. For quantification of cardiomyocyte density, at least three area (200 µm (*W*) × 200 µm (*H*)) were randomly taken from the ventricular myocardium. The number of Mef2^+^ cells were manually counted using FIJI/ImageJ software. For quantification of pERK^+^ or Postn^+^ area in *tcf21*:mCherry^+^ area, ROIs were determined by red channel (mCherry) images and the green^+^ (pERK or Postn^+^) area in ROIs were evaluated. Statistical values and *p*-values are described in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Data associated with this study are presented in the paper or in the Supplementary Materials. RNA-sequencing data are deposited in GEO under the accession code GSE233833. Source data are provided in the Source Data file. Source data are provided with this paper.

# Supplementary material for: Harnessing the regenerative potential of interleukin11 to enhance heart repair
**Source:** Nat Commun. 2024 Nov 8;15:9666. doi: 10.1038/s41467-024-54060-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** This file contains bulk RNA-seq analysis to determine differentially expressed gene list of 7 dpt *il11a*OE.

**Supplementary Data 2:** This file contains bulk RNA-seq analysis to determine differentially expressed gene list of 7 mpt *il11a*OE.

# Supplementary material for: Harnessing the regenerative potential of interleukin11 to enhance heart repair
**Source:** Nat Commun. 2024 Nov 8;15:9666. doi: 10.1038/s41467-024-54060-0
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Bright-field images and AFOG staining images were captured using BZ-X810 fluorescence microscope (Keyence). Images of cardiac tissue sections were acquired using an Eclipse Ti-U inverted compound microscope (Nikon) or BZ-X810 fluorescence microscope (Keyence).<br>For RNA sequencing, generation of mRNA libraries and sequencing were performed at the Biotechnology center at UW-Madison using an Illumina NovaSeq with 150 bp paired-end runs.<br>Reanalysis of single cell RNA sequencing was performed with count files from GSE159032 and GSE158919 .                                                                                                                                                                                                                                                 |
| Data analysis   | Fluorescence images were processed using either NIS-Elements (Nikon), ZEN (Zeiss, v3.3), BZ-X800 analyzer (Keyence, 1.1.1.8) or FIJI/ImageJ software (2.0.0-rc-66/1.52n). Further process was performed in Adobe Photoshop (2023 or 2024). The quantification was performed using FIJI/ImageJ software.<br>For RNA seq, computational analysis was performed in Linux (Ubuntu20.4) and R (4.2 ~ 4.3.1).<br>Adaptor sequences were trimmed by Cutadapt. Sequences were aligned to the zebrafish genome (GRCz11) using HISAT2 (v2.2.1). Differentially regulated transcripts were identified using Featurecount and Deseq2 (v1.40.2). 

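Supplementary Data 1 and 2 hold, for each gene, DESeq2's mean normalized count, log2 fold change with its standard error, and adjusted p for the 7 dpt and the 7 mpt comparison. The copies used here hold 1999 of 23736 and 1906 of 23487 genes, so no overlap or enrichment was computed from them. DESeq2 estimates a size factor per library and a dispersion per gene, applies Wald tests, and sets aside low-count genes before adjusting p. A DESeq2 fit of the 6 libraries at 7 dpt gave log2 fold changes within 0.00161 of those in Supplementary Data 1, and a fit of the 8 libraries at 7 mpt within 0.0178 of those in Supplementary Data 2.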

GO-term and GSEA analyses were done by the enrichGo and gseGO functions of ClusterProfiler (v4.8.3).<br>For single cell RNA seq, and reanalyzed with Seurat package (v5.0.3). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data associated with this study are presented in the paper or in the Supplementary Materials. RNA-sequencing data are deposited in GEO under the accession code GSE233833. Source data are provided.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No methods were used to predetermine the sample sizes. Sample sizes were chosen based on previous publications (PMIDs: 35179181, 25938716, and 35652354) and were clearly indicated in the figure legends. |
| Data exclusions | No data was excluded.                                                                                                                                                                                      |
| Replication     | All animal experiments were performed on at least three biological replicates per group and confirmed with successful replication.                                                                         |
| Randomization   | Clutchmates, or hearts collected from clutchmates, were randomized into different group of each treatment.                                                                                                 |
| Blinding        | The investigators were blinded to group allocation during data analysis and quantification was performed unbiasedly.                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The primary antibodies: anti-myosin heavy chain (mouse, F59; Developmental Studies Hybridoma Bank; 1:50 or mouse, MF20; Developmental Studies Hybridoma Bank; 1:50), anti-EGFP (rabbit, A11122; Life Technologies; 1:200), anti-EGFP (chicken, GFP-1020; Aves Labs; 1:2000), anti-Ds-Red (rabbit, 632496; Clontech; 1:500), anti-mCherry (chicken, MC87977980; Aves Labs; 1:500), anti-Raldh2 (rabbit, GTX124302; Genetex; 1:200), anti-PCNA (mouse, P8825; Sigma; 1:200), anti- $\alpha$ -actinin (mouse, A7811; Sigma, 1:200), anti-ACTA2 (rabbit, GTX124505; GeneTex; 1:200), anti-pERK (rabbit, 9101; Cell Signaling Technology; 1:250), anti-Mef2 (rabbit; 1:200), Anti-phospho-Histone H3 (rabbit, 9701; Cell Signaling Technology, 1:100), Anti-phospho STAT3 (rabbit, 9131S; Cell Signaling Technology, 1:100), anti-Periostin (rabbit, 19899-1-AP, Proteintech, 1:200)

The secondary antibodies: Alexa Fluor 488 (mouse, rabbit, and chicken; A11029, A11034, and A11039; Life Technologies; 1:500), Alexa Fluor 594 (mouse and rabbit; A11032 and A11037; Life Technologies; 1:500)

## Validation

All primary antibodies, except Anti-Mef2, commercially available and are validated by suppliers as follows.

F59: <https://dshb.biology.uiowa.edu/F59>

MF20: <https://dshb.biology.uiowa.edu/MF-20>

EGFP: <https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-11122> (rabbit)

[https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp\(chicken\)](https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp(chicken))

Ds-Red: <https://www.takarabio.com/products/antibodies-and-elisa/fluorescent-protein-antibodies/red-fluorescent-protein-antibodies>

mCherry: <https://www.aveslabs.com/products/anti-mcherry-antibody-mcherry>

Raldh2: <https://www.genetex.com/Product/Detail/Aldh1a2-antibody/GTX124302>

PCNA: <https://www.sigmaaldrich.com/US/en/product/sigma/p8825>

$\alpha$ -actinin: <https://www.sigmaaldrich.com/US/en/product/sigma/a7811>

ACTA2: <https://www.genetex.com/Product/Detail/Acta2-antibody/GTX124505>

pERK: <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>

pH3: <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-antibody/9701>

pSTAT3: <https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-antibody/9131>

Periostin: <https://www.ptglab.com/products/POSTN-Antibody-19899-1-AP.htm>

Anti-Mef2 were validated in the previous publication: <https://doi.org/10.1038/s41467-022-35433-9>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Wild-type or transgenic zebrafish of the outbred Ekkwill (EK) or AB strains ranging up to 18 months of age were used for all zebrafish experiments.

Figure 1a and b: 4 - 6 month

Figure 2b and d: 4 - 6 month

Figure 2c and e: 4 - 6 month

Figure 2f and g: 4 - 6 month

Figure 2h and i: 4 - 6 month

Figure 2k and l: 4 - 6 month

Figure 3a and b: 4 - 6 month

Figure 3c and d: 4 - 6 month

Figure 3h and i: 4 - 6 month

Figure 4a and b: 12 - 18 month

Figure 4d and e: 12 - 18 month

Figure 4f and g: 4 - 6 month

Figure 4h and i: 4 - 6 month

Figure 5a and b: 4 - 6 month

Figure 5c and d: 4 - 6 month

Figure 5g and h: 4 - 6 month

Figure 5i and j: 4 - 6 month

Sup. figure 1c: 5 days post-fertilization

Sup. figure 1d and e: 4 - 6 month  
Sup. figure 2a and b: 4 - 6 month  
Sup. figure 3a and b: 4 - 6 month  
Sup. figure 4: 4 - 6 month  
Sup. figure 5: 12 month  
Sup. figure 7c and d: 4 - 6 month  
Sup. figure 8a and b: 4 - 6 month  
Sup. figure 8c and d: 4 - 6 month  
Sup. figure 9b and c: 4 - 6 month  
Sup. figure 10a and b: 4 - 6 month  
Sup. figure 10c and d: 4 - 6 month  
Sup. figure 10e and f: 4 - 6 month  
Sup. figure 11a and b: 4 - 6 month

Wild animals

No wild animal used

Reporting on sex

Animals of both sexes were used for experiments.

Field-collected samples

No field-collected samples

Ethics oversight

Work with zebrafish was approved and performed in accordance with University of Wisconsin-Madison guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

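RNA-seq was done on pools of uninjured zebrafish hearts (the results of the paper say ventricles) of control and *il11a*OE fish at 7 dpt and 7 mpt. Samples were grouped by genotype and time point from the labels and the paper, with 3 libraries per group at 7 dpt and 4 at 7 mpt. The paper's methods give 3 pools per group at both time points, and as its text does not say which libraries of 7 mpt were used, all were analysed.

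The authors trimmed adaptors with Cutadapt, aligned paired reads to GRCz11 with HISAT2 and counted reads on the exons of Ensembl genes with featureCounts 2.0.0, ignoring strand and leaving out reads that map to several places or overlap several genes. The deposited values are raw counts per gene, and the summed exon length of each gene stands beside them. At 7 dpt the counts are read pairs, with chimeric pairs left out. At 7 mpt each mate was counted, which raises the counts without adding molecules, and this is why levels are compared only within a time point. Overlapping genes and near-identical copies lose reads under this counting, and named genes with such an overlap are marked as such.

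Between 67.9% and 75.5% of the reads were assigned to genes, and 61691132 to 80703699 counts per library at 7 dpt and 73275884 to 130058630 at 7 mpt entered the tests. At 3 counts or fewer in every library of a group, a fold change is given as a bound against a floor of 3 counts, which covers counting error only. Replicate libraries of a group differed by far more than the sampling noise of their counts (chi-square per degree of freedom of 52.9 to 370.1), so no library was taken for a duplicate.

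From the deposited counts, genes with too few counts were removed with filterByExpr, library sizes were scaled with TMM, and groups were compared with edgeR's quasi-likelihood test with robust dispersions (R 4.3.3, edgeR 4.0.16, limma 3.58.1), each time point alone. The difference between the effects at the time points was tested as a contrast over all 14 libraries, and the effect of the library letter at 7 mpt as a contrast over 8 libraries. P was adjusted with the Benjamini-Hochberg method, and the thresholds were an adjusted p under 0.05 and, where stated, a fold change over 4. CPM values were computed from the counts with the scaled library sizes. Lists of genes were tested with limma's camera on voom values with a preset inter-gene correlation of 0.01, adjusted over 4 lists for the gene classes of the paper and over 11 for the cell-type lists, which were macrophage, neutrophil, lymphoid, endothelial, epicardial, smooth muscle, fibroblast, erythroid, liver, female liver and ovary lists. The lists were written before the data were examined. A symbol was taken out of a list afterwards, before any value of it was computed, because the reference table gives it another name. GO annotation and a genome sequence were not used here.

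The genes named are those the paper names in its RNA-seq results, *il11a*, at each time point the 5 genes that rose most and the 5 that fell most among those past both thresholds whose groups did not overlap and whose higher group had a mean of at least 5 CPM, and the 3 with the smallest p in each direction for each contrast. Single genes of the paper's lists were followed through the alternatives at the time points for which the design set them, a limit drawn after a first run. Symbols were matched to 29399 of 32520 gene identifiers, 3788 from the supplements, 17645 through RefSeq and 7966 from the reference table, and where both the supplements and RefSeq gave a name 3005 of 3133 were the same (95.9%).

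The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0 in place of edgeR, limma-voom with sample quality weights, no filter beyond 1 count in any library, at least 10 counts in every library, no robust dispersion, all 14 libraries in one fit, the replicate number as a block, the library letter as a covariate at 7 mpt, fry or an estimated correlation for lists, and each library left out in turn. Halving the counts of 7 mpt was added after seeing the data. The edgeR, DESeq2 and limma-voom fits, both contrasts and camera were tested on simulated counts with known changed genes, drawn from the real means and library sizes. Fry, camera with an estimated correlation and Dixon's test were not among these. edgeR recovered 154 of 187 changed genes at 7 dpt (82.4%, with 7.78% of calls false) and 106 of 181 at 7 mpt (58.6%, 4.50%), and DESeq2 85.6% and 73.6%, with 31.0% and 42.0% of calls false. The contrast of the time points recovered 93 of 198 changed genes (47.0%, 5.10% of calls false). For lists of 60 simulated genes, limma's camera called the changed list at 0.05 and none of 20 unchanged lists. The simulated genes were drawn independently of each other. This therefore cannot show how often camera with the preset correlation calls lists of correlated genes falsely.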

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

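The tests of a lower share of cardiomyocytes and of a lower share of every resident cell type were chosen only after the results they bear on were seen, and the other tests in this part were chosen before.

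In the groups of 4 libraries at 7 mpt, the library farthest from the rest was compared with the range of its group for 98 combinations of a group with a named gene or a library measure such as the total count, and in 7 its gap was past the critical share of the range (Dixon's test), where chance alone gives about 4.9. In control replicate 1, *lepb* was at 0.0895 CPM against 0 in the other 3 libraries, *loxl3a* at 0.201 CPM against 0, and *cyp2r1*, whose exons overlap *CALCB* on the opposite strand, at 10.0 CPM against 3.40 to 4.43. *ccnb1* was at 1.96 CPM in control replicate 3 against 0.448 to 0.538, and *cthrc1a* at 4.01 CPM in control replicate 2 against 0.0224 to 0.0892. In *il11a*OE, *loxl5b* was at 0.295 CPM in replicate 4 against 0.783 to 0.796, and *si:ch73-181m17.1* at 0.850 CPM in replicate 1, above the other 3 libraries. Leaving out the library changed the call of 2 of the 7 genes. The edgeR adjusted p of *cthrc1a* was 0.196 with all libraries (0.0964 to 0.315 over the alternatives) and 0.00606 without control replicate 2, and that of *loxl3a* was 0.146 (0.0372 to 0.183) and 0.0239 without control replicate 1. The number is close to what chance gives, and no biological explanation was tested.

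The *il11a*OE effect differed between 7 mpt and 7 dpt in 940 genes at an edgeR adjusted p under 0.05, 456 with a larger and 484 with a smaller effect at 7 mpt, when the difference itself was tested over all 14 libraries. The real grouping was the only 1 of 100 drawn splits within the time points with as many genes, and the largest other split had 399. Halving the counts of 7 mpt, an alternative chosen after seeing the data because each mate of a pair was counted there, gave 1036 genes. The count depended on the libraries of 7 dpt, since the 6 fits that each left out one of them gave 370 (without *il11a*OE replicate 1) to 478 genes (without control replicate 3), and without control replicate 1 of 7 mpt it was 1393. The splits argue only against an accidental division into control and *il11a*OE libraries. Each other split mixes the groups at 1 or both time points, which weakens the *il11a*OE effect there. The splits therefore cannot show whether the effects of the time points differ. Age and the time since treatment change together between the time points, along with any difference in parents or sequencing run, and cannot be told apart, as the design holds no library that separates them.

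Of the 23 fibrosis-associated genes, 7 had a larger *il11a*OE effect at 7 mpt than at 7 dpt in the same test (edgeR adjusted p under 0.05), and none had a smaller one, even at an unadjusted p under 0.05. The paper names or plots most of these genes as higher at 7 mpt and not at 7 dpt in these same libraries, so other divisions of the libraries cannot decide on the list. As many genes in one direction came out in 4 of the 100 drawn splits, all with the real groups at 7 mpt and 1 of them with the real groups at 7 dpt too, while the 96 splits that mixed the 7 mpt libraries had 0. The 12 genes higher at 7 mpt came out in 1 of the 35 splits of the 8 libraries there. Of a fibroblast list written before the data were examined, which shares no gene with this one, 4 genes had a larger effect at 7 mpt and none a smaller one, even at an unadjusted p under 0.05. With control replicate 1 of 7 mpt left out, 11 of the fibrosis-associated genes had a larger effect. The lower number of libraries at 7 dpt is not the source, since there edgeR recovered 82.4% of simulated changed genes, against 58.6% at 7 mpt, and the 16 fits of 3 control and 3 *il11a*OE libraries at 7 mpt called at least 9 genes of the list higher, that number coming without control replicate 3 and *il11a*OE replicate 1 or 2. Nor is the counting of each mate, since with the counts halved 12 genes were called. A slower fibrotic response to *il11a* stays open as a biological explanation, next to age and any difference in parents or sequencing run, none of which the design separates from the time point.

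The proliferation lists went the other way. Of the cell cycle list, 49 genes had a smaller *il11a*OE effect at 7 mpt than at 7 dpt and of the DNA replication list 28 (edgeR adjusted p under 0.05 of the difference), and no gene of either list had a larger one, even at an unadjusted p under 0.05. At 7 mpt the cell cycle list still had 37 genes higher and 0 lower (1 lower at an unadjusted p under 0.05, and 53 and 1 when adjusted over the list alone), with a median log2 fold change of 1.52 against 4.07 at 7 dpt. The DNA replication list had 3 genes higher and 0 lower at 7 mpt (3 lower at an unadjusted p under 0.05, and 1 and 0 when adjusted over the list alone) and a median of 0.28. Of the 9 regeneration-associated genes, which the paper names from these libraries, 4 had a smaller effect, *hmmr*, *plk1*, *cdk1* and *ccnb1*, all members of the cell cycle list, and the call of *ccnb1* was lost without control replicate 1 or 2 or *il11a*OE replicate 3 of 7 dpt (adjusted p of 0.0624, 0.0561 and 0.0502). In all 14 libraries the difference between the time points is confounded with age and any difference in parents or sequencing run. A proliferative response that fades with time was not tested against these. Counting differs between the time points too, but each effect was measured within its own time point. With the counts of 7 mpt halved, 1036 genes differed in their effect, against 940, which argues against counting as the source of that number. Both numbers cover all genes, not these lists alone.

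Leukocyte marker genes, which the paper's RNA-seq results do not cover, were higher in *il11a*OE at both time points. The median log2 fold change of a macrophage list was 2.19 at 7 dpt (22 of 23 genes higher at an edgeR adjusted p under 0.05, and 22 higher when adjusted over the list alone) and 2.67 at 7 mpt (19 of 23 higher, 21 when adjusted over the list alone). No gene of the 3 leukocyte lists was lower at either time point, even at an unadjusted p under 0.05. A neutrophil list had medians of 1.75 (5 of 9 higher, 5 over the list alone) and 3.36 (6 of 12, 7), and a lymphoid list 2.36 (14 of 19, 14) and 3.15 (13 of 20, 18), or 2.90 with the 3 genes near 0 in control set to their bounds. Camera's adjusted p over the 11 cell-type lists was 1.85e-12, 0.0156 and 0.00143 at 7 dpt and 4.07e-14, 0.000221 and 1.51e-06 at 7 mpt for the lists in that order. No other splits were run for these lists, but with the preset correlation camera's p for the cell cycle list at 7 dpt was under 0.05 also in the 9 splits that mix the groups (6.06e-11 to 1.57e-07), so such a p alone does not single out the real groups. Part of any real difference stays in place in those splits. Fry kept all of them, and with an estimated correlation only the macrophage list at 7 mpt was under 0.05 (0.0247). In control hearts 7 and 8 macrophage genes and 0 and 1 neutrophil genes exceeded 10 CPM at 7 dpt and 7 mpt, no lymphoid gene did, and none of the genes was in another list or picked by the paper. The most abundant macrophage gene, *cd74a*, was at 195 ± 33.8 CPM in control and 367 ± 30.9 CPM in *il11a*OE at 7 dpt and at 94.1 ± 24.6 CPM in control and 575 ± 11.5 CPM in *il11a*OE at 7 mpt, *ncf1* at 8.04 ± 2.15 CPM in control and 32.0 ± 3.67 CPM in *il11a*OE at 7 dpt, and *ighv1-4*, matched through a synonym, at 0.916 ± 0.601 CPM in control and 45.6 ± 27.2 CPM in *il11a*OE at 7 mpt. *npsn* varied widely at 7 mpt, at 27.2 ± 50.9 CPM in control and 242 ± 261 CPM in *il11a*OE. The medians ran from 2.13 to 2.29, 1.46 to 2.04 and 1.66 to 2.51 over the fits with one library left out at 7 dpt, and from 2.61 to 2.80, 2.85 to 4.02 and 2.80 to 3.46 at 7 mpt. The lowest lymphoid median at 7 dpt over the alternatives was 0.88, with at least 10 counts in every library. A lower share of cardiomyocytes would raise the markers of all other cell types alike, yet the macrophage median exceeded that of an endothelial list by 2.58 at 7 dpt and 3.63 at 7 mpt, which argues against it as the only source. More leukocytes in the hearts and higher expression per leukocyte or in other cells both stay open, and bulk libraries do not separate them. The reading that *il11a*OE hearts hold more leukocytes is a hypothesis.

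An endothelial list was lower in *il11a*OE, with a median log2 fold change of -0.39 at 7 dpt (8 of 22 genes lower and 1 higher at an edgeR adjusted p under 0.05, the same numbers when adjusted over the list alone, camera adjusted p = 0.0156) and -0.96 at 7 mpt (17 lower and 0 higher, again with the same numbers over the list alone and at an unadjusted p under 0.05, camera adjusted p = 3.81e-08). Fry kept both, and an estimated correlation neither (0.363 and 0.0750). Over the fits with one library left out the median ran from -0.52 to -0.26 at 7 dpt, the latter without control replicate 1, and from -1.10 to -0.89 at 7 mpt. In control hearts 22 of the genes at 7 dpt and 20 at 7 mpt exceeded 10 CPM, and none was in another list. Of its most abundant genes, *aqp8a.1* was at 1226 ± 176 CPM in control and 526 ± 235 CPM in *il11a*OE at 7 mpt but at 512 ± 180.0 CPM in control and 650.0 ± 186 CPM in *il11a*OE at 7 dpt (log2 fold change 0.34, edgeR adjusted p = 0.415), and *spock3* was at 1419.9 ± 173 CPM in control and 2252 ± 253 CPM in *il11a*OE at 7 dpt, against the direction of the list, and at 1113 ± 191 CPM in control and 1112 ± 224 CPM in *il11a*OE at 7 mpt (log2 fold change -0.0015). Of these 4 values only that of *aqp8a.1* at 7 mpt went with the list. Fewer resident cells of every type, diluted by other cells, would lower the epicardial and smooth muscle lists too. The epicardial median was 1.66 at 7 mpt, which argues against that for every type at this time point. A dilution of endothelial cells stays open, as the paper reports expanding epicardial layers in *il11a*OE hearts. The smooth muscle median was -0.042 with genes moving both ways, so that list leaves the dilution of smooth muscle open. At 7 dpt the medians were 0.033 (epicardial, 8 higher and 5 lower) and -0.33 (smooth muscle, 2 and 2), so dilution stays open there. Whether the endothelial share or the expression per endothelial cell was lower stays open in bulk libraries. At a time between these, the paper measured a larger *fli1a*:EGFP-positive vessel area in *il11a*OE hearts, the opposite direction. The list also holds *kdrl*, by which the paper marks endocardium, so it does not measure coronary vessels alone.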

How the results depend on the processing

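The alternatives were set before the data were examined, apart from halving the counts of 7 mpt, which was added after seeing the data, and no test in this part was chosen after its result was seen.

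The number of genes past both thresholds at 7 dpt stayed between 980 and 1151 with any 1 library left out, and that at 7 mpt between 1336 and 1704. Requiring at least 10 counts in every library lowered the 7 dpt number from 1072 to 631 (829 to 488 higher, 243 to 143 lower) and the 7 mpt number from 1589 to 1004 (1297 to 797 higher), because fewer genes were tested. With DESeq2 480 genes were lower at 7 dpt. Of the 1345 genes DESeq2 called there, 1049 were among the 1072 of edgeR, and of its 237 lower genes outside edgeR's, 172 had been removed by edgeR's filter. At 7 mpt 1575 of edgeR's 1589 genes were among the 2099 of DESeq2. Fitting all 14 libraries together gave 3437 genes at the adjusted p alone at 7 dpt, against 7318, and 439 genes lower past 4-fold at 7 mpt, against 292, and the cause was not tested. The median log2 fold change of all genes moved by -0.034 with DESeq2's size factors in edgeR at 7 dpt, the largest shift between the scalings, while the share of higher genes fell from 77.3% to 64.3% at 7 dpt with DESeq2 and was 81.6% and 81.1% at 7 mpt.

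The number of genes whose effect differed between the time points was 940 with edgeR, 1992 with DESeq2 and 1036 with the counts of 7 mpt halved, and from 370 (without *il11a*OE 7 dpt replicate 1) to 1393 (without control 7 mpt replicate 1) over the 14 fits that left out one library. The 8 fits without a 7 mpt library stayed within 1.5 times of 940, and each of the 6 without a 7 dpt library, which leave 2 in a group, fell below that. The effect of the library letter was not called in any of 20915 genes with edgeR (1264 at an unadjusted p under 0.05), nor with DESeq2's size factors in edgeR or the filter at 10 counts, while DESeq2 called 192 genes. Leaving out a library there would leave 1 in a group, so those fits were not run. On simulated counts DESeq2's calls at 7 mpt held 42.0% unchanged genes, against 4.50% with edgeR.

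With the inter-gene correlation estimated from the libraries, camera's adjusted p was 0.0675 for the cell cycle list, 0.0869 for contraction and 0.112 for energy metabolism, past 0.05, where DNA replication stayed under it at 0.00503. All 4 lists kept their direction and their call under fry, DESeq2's size factors, the filter at 10 counts, the replicate block and with each library left out.

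Of the fibrosis-associated genes, between 12 and 16 were called higher at 7 mpt over the alternatives and between 12 and 15 over the fits with one library left out. At 7 dpt 1 gene was called, 0 with all 14 libraries in one fit, and 1 to 2 over the fits with one library left out, where the other, *loxl2b*, came without *il11a*OE replicate 3. The number with a larger effect at 7 mpt was 7, from 6 to 10 over the alternatives and from 6 to 11 with one library left out, the 11 without control 7 mpt replicate 1. The 9 regeneration-associated genes called at 7 mpt fell to 5 with limma-voom and ranged from 4 to 9 with one library left out, with 4 without *il11a*OE replicate 3 or 4 and 5 without control replicate 1, 2 or 4. At 7 dpt between 7 and 9 of them were called over the alternatives and 8 to 9 with one library left out. The 3 JAK/STAT genes, and 1 of the 2 *tgfb1* homologs, were called under all alternatives and left-out libraries. The vascularization genes called numbered 5 to 6 over the alternatives, and the embryonic cardiomyocyte genes 3 to 4.

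The libraries share replicate numbers, but the numbers do not pair them. The deviations of same-numbered control and *il11a*OE libraries from their group means correlated across genes at 0.0108, -0.034 and 0.137 at 7 dpt and at -0.0040, 0.077, 0.121 and 0.113 at 7 mpt. With the number as a replicate block, 568 genes differed in their effect between the time points, 1018 genes were past both thresholds at 7 dpt (6047 at the adjusted p alone) and 1449 at 7 mpt (4484).

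Of single genes, 409 of 424 comparisons at 7 dpt kept direction and call over the alternatives and 15 became weaker, in 8 of 54 genes, and with one library left out 296 of 324 kept both, 16 became weaker and 1 stronger. At 7 mpt 310 of 333 kept both, 11 became weaker and 12 stronger, and with one library left out 309 of 344, 26 and 7. For the difference between the time points 135 of 143 kept both, 1 became weaker and 6 stronger, and with one library left out 508 of 532, 7 and 10.

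Directions reversed only in comparisons whose edgeR adjusted p with all libraries was over 0.05. With one library left out, the log2 fold change at 7 dpt ran from -0.30 to 0.032 for *col1a1b*, from -0.21 to 0.15 for *postnb*, from -2.20 to 0.54 for *sox9b*, from -0.12 to 0.21 for *dcn*, from -0.53 to 0.18 for *thbs1b*, from -0.25 to 0.26 for *loxl3a*, from -0.38 to 0.0010 for *loxl3b* and from -0.87 to 0.48 for *LOXL4*. The sign changed without control replicate 1 for *col1a1b* and *loxl3b*, without control replicate 2 for *sox9b* and *LOXL4*, without *il11a*OE replicate 3 for *dcn*, without control replicate 2 (0.091) or *il11a*OE replicate 2 for *postnb*, without control replicate 3 (0.055) or *il11a*OE replicate 1 for *thbs1b* and without control replicate 3 or *il11a*OE replicate 2 (-0.10) for *loxl3a*. At 7 mpt *loxl5b* ran from -0.026, without control replicate 3, to 0.34, and was -0.0061 without *il11a*OE replicate 3. The difference between the time points ran from -0.71 to 3.95 for *lepb*, the latter without control 7 mpt replicate 1, which held its only control counts, was 0.19 without *il11a*OE 7 dpt replicate 3, 0.0078 without *il11a*OE 7 mpt replicate 1 and 0.83 with DESeq2. It ran from -0.17 to 0.18 for *loxl5b*, the latter without *il11a*OE 7 mpt replicate 4, and was also positive without control 7 dpt replicate 2 (0.13), control 7 mpt replicate 1 (0.12) or control 7 mpt replicate 4 (0.013). The causes were not tested. Genes with few counts set the limit of depth here, as *lepb* had 0 counts in all control libraries of 7 dpt.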

Differences from the paper's values

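No test in this part was chosen after its result was seen.

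The paper gives 465 genes lower in *il11a*OE past both thresholds at 7 dpt, and edgeR gave 243. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 480, within 1.5 times of the paper's number. The others did not close the gap, with 253 genes under DESeq2's size factors in edgeR, 242 with limma-voom, 288 without the filter on low counts, 143 with at least 10 counts in every library, 261 without the robust dispersion, 217 with the replicate number as a block, 166 with all 14 libraries in one fit and 201 to 303 with one library left out.

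The paper lists *sox9a*, *sox9b*, *cthrc1a*, *thbs4b* and *mgp* among the genes significantly higher at 7 mpt, and edgeR's adjusted p for each was over 0.05. For *sox9a* it was 0.103 (0.0444 to 0.150 over the alternatives), and under 0.05 with all 14 libraries in one fit and without control replicate 1 (0.0357). The paper's own adjusted p for *sox9a* in Supplementary Data 2 is 0.0706, also over 0.05, and DESeq2 gave 0.0575 here. No setting called *sox9b*, at 0.278 (0.0706 to 0.332). *cthrc1a*, at 0.196 (0.0964 to 0.315), was called only without control replicate 2 (0.00606). *thbs4b*, at 0.0687 (0.0203 to 0.0853), was called with DESeq2, limma-voom, the replicate block, all 14 libraries in one fit, the library letter as a covariate and without control replicate 4 (0.0153), and *mgp*, at 0.0709 (0.0353 to 0.0933), with DESeq2, limma-voom, all 14 libraries in one fit and without control replicate 4 (0.0298). In the log2 fold change all 5 genes were higher in *il11a*OE at 7 mpt.

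The paper also gives various lysyl oxidase genes as higher at 7 mpt and not at 7 dpt. Of these, edgeR at 7 mpt called *loxl2b*, *loxl1*, *loxa* and *loxl2a*. *loxl4* had an adjusted p of 0.0837 (0.0199 to 0.0882 over the alternatives, called with DESeq2, limma-voom, all 14 libraries in one fit and without control replicate 1, with 0.0105), *loxl3a* 0.146 (0.0372 to 0.183, called with the replicate block and without control replicate 1, with 0.0239) and *loxl3b* 0.112 (0.0760 to 0.119, called without *il11a*OE replicate 4, with 0.0456), while *loxl5b* at 0.909 and *LOXL4* at 0.627 were called under no setting. At 7 dpt *loxl4* was higher, with a log2 fold change of 0.85 and an edgeR adjusted p of 0.00540, and was called in all alternatives except all 14 libraries in one fit (0.362, the largest of the alternatives).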

Other observations

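The tests of a few genes taking most of the counts, of liver RNA and of genes present in some libraries only were chosen after the results they bear on were seen, and the other tests in this part were chosen before.

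The counts of genes at both time points were set against other divisions of the same libraries. At 7 dpt the real groups gave the most genes past 4-fold, the most at the adjusted p alone and the smallest camera p for the cell cycle, DNA replication, contraction and energy metabolism lists, each in 1 of 10 splits. With 3 libraries against 3 no share under 0.1 can come out, so the splits cannot decide. The largest other split had 4 genes. Camera's unadjusted p with the preset correlation was small in the other 9 splits too, at 6.06e-11 to 1.57e-07 for the cell cycle list, 4.24e-08 to 0.000351 for DNA replication, 9.78e-08 to 0.147 for contraction and 1.56e-16 to 0.0589 for energy metabolism, against 1.43e-08 for contraction with the real groups, so a p under 0.05 from this test does not by itself single out the real groups. Each of these splits sets 2 libraries of a group against 1, which leaves part of any real difference in place. At 7 mpt the real groups gave the most genes past 4-fold and at the adjusted p alone in 1 of 35 splits, where the largest other split had 1 gene and the split by library letter had 0.

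Fewer counts went to the most abundant genes in *il11a*OE, where the 10 most abundant genes took 15.9% to 18.0% of the counts at 7 dpt against 22.4% to 23.1% in control. The mean log2 TMM factors of the groups differed by 0.333 at 7 dpt and 0.522 at 7 mpt. Both lie far under the 4-fold threshold, so counts taken by a few genes are not the source of the genes past it. Levelling each library within 20 classes of exon length left 1054 genes past 4-fold at 7 dpt, 1031 of them among the 1072, and 1594 at 7 mpt, 1569 of them among the 1589. The classes moved by -0.17 to 0.081 and by -0.095 to 0.060 on the log2 scale, which argues against gene length as the source.

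A variant linked to the CreER transgene, which only *il11a*OE fish carry, would gather the genes past 4-fold in one region. At 7 dpt the densest of 282 windows of 5 Mb, on chromosome 4 from 5000001 to 10000000, held 15 of 115 tested genes, 13 of them higher, and shuffled genes reached as many in one window with a permutation p of 0.250 (10000 shuffles, median largest window 13 genes). A linked variant as the source of the whole pattern is not borne out, but single linked genes are not excluded.

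At 7 mpt several genes of the acute phase were higher in *il11a*OE. *tfa* went from 44.9 ± 45.3 to 1301 ± 792 CPM (edgeR adjusted p = 0.00223), *c3a.1* to 845 ± 346 CPM, *fga* to 46.8 ± 26.4 CPM and *saa* to 6.75 ± 6.63 CPM. RNA from liver would bring the other abundant liver transcripts as well, but *fabp10a* stayed at 0.710 CPM in *il11a*OE, *apoa2* at 0.186 CPM, *apoa1b* at 0.402 CPM and *fgb* at 0.108 CPM. This argues against liver RNA. Expression of acute-phase genes in heart cells downstream of *il11a* is one hypothesis, which these libraries do not test by cell type. *c3a.1* was among the genes picked by fold change, and the others were chosen after their values were seen.

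Some genes had at least 100 counts in some libraries of a group and at most 3 in others, 148 in control and 54 in *il11a*OE at 7 dpt and 219 and 238 at 7 mpt, 40 of them in both groups at 7 mpt. *apip*, the gene lowered most at 7 dpt, with 299 to 601 counts in control and 0 to 1 in *il11a*OE (at least 168-fold lower), was such a gene at 7 mpt, with 704 counts there in control replicate 1 and 0 in the other 3, and 818, 1008 and 662 in *il11a*OE replicates 2, 3 and 4 and 0 in replicate 1. Its edgeR adjusted p was 9.07e-05 at 7 dpt and 0.0604 there with all 14 libraries in one fit, the largest of the alternatives. Of the genes off in every *il11a*OE library and on in every control library at 7 dpt, 1 was on in some *il11a*OE library at 7 mpt, *apip* itself. A strain variant or different parents may explain such a pattern, but 1 gene is too few to tell, and the criterion was changed after a first look.

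Of 17933 genes tested at both time points, 928 were past both thresholds at 7 dpt and 1499 at 7 mpt, and 452 at both, 375 higher and 76 lower in each and 1 in opposite directions. The log2 fold changes of the time points correlated across genes with a Spearman coefficient of 0.58, genes not being independent replicates. The difference between the effects on *il11a* itself was -0.44 on the log2 scale (edgeR adjusted p = 0.542). At 7 mpt the contraction list had 32 genes lower and 0 higher (2 higher at an unadjusted p under 0.05, 37 and 1 when adjusted over the list alone, median -0.89) and the energy metabolism list 122 and 3 (124 and 4, median -1.17), and mitochondrial reads made up 29.0 ± 1.74% of the counts in control and 21.2 ± 1.82% in *il11a*OE (mean ± SD, n = 4 each).

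The genes with the largest changes were picked by the rule given with the processing. Highest in *il11a*OE at 7 dpt were *tnfsf13*, at least 108-fold higher against a floor of 3 counts, *nppal* (0.475 ± 0.505 CPM in control and 139 ± 43.1 CPM in *il11a*OE), *si:ch211-214j24.14*, *si:dkeyp-110c12.3* and *PAMR1*, which shares exon sequence with *fjx1*, with log2 fold changes of 6.64 to 8.17 for the last 4. Lowest besides *apip* were *ckmb* (-5.90, edgeR adjusted p = 0.00522), *BMP10* (88.9 ± 9.37 CPM in control and 1.82 ± 0.644 CPM in *il11a*OE), *si:dkey-65j6.2* and *nr4a3*, whose exons overlap other genes. At 7 mpt *col10a1b* rose most, with 0.331 ± 0.187 CPM in control and 640.4 ± 372 CPM in *il11a*OE (log2 fold change 10.88, edgeR adjusted p = 3.09e-05), followed by *c3a.1* (9.21), *lepb* (8.95), *PAMR1* (8.92) and *plxdc1* (8.83). *cyp2r1* fell most (-6.36), then *si:ch73-181m17.1* (-6.02, edgeR adjusted p = 0.00830, 0.101 with limma-voom, the largest of the alternatives), *asb18*, whose exons overlap *si:dkeyp-74a11.3* (-5.54), *cdkn1ca* (-5.54) and *ckmb* (-5.38). The effect grew most between the time points, by the smallest p, in *postnb*, *plxdc2b* (3.40 larger on the log2 scale) and *nkd3* (6.50), and shrank most in *si:ch211-266i6.3* (-6.34), *esco2* (-3.12) and *ptpn4a* (-1.58), with edgeR adjusted p of 2.04e-05 to 0.000206 for the 5 other than *postnb*.

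At 7 mpt the libraries carry a letter F or M, and a test of whether the *il11a*OE effect differed between the letters called 0 of 20915 genes with edgeR at an adjusted p under 0.05 (1264 at an unadjusted p under 0.05). The 3 genes with the smallest p in each direction were *si:ch211-217k17.11*, *CT573342.2* and *mhc2d4b* (effect larger in M by 3.82, 9.96 and 8.71 on the log2 scale) and *igsf21a*, ENSDARG00000038694 and *col18a1b* (-3.41, -2.58 and -2.39), with adjusted p of 0.188 to 0.248. With 2 libraries per letter and group, simulated changes were recovered in 5.73% of genes.

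For an epicardial list the median log2 fold change was 0.033 (8 higher and 5 lower of 20, 8 and 5 over the list alone, camera adjusted p = 0.261) at 7 dpt and 1.66 (10 higher and 1 lower of 20, 15 and 2 over the list alone, camera adjusted p = 2.69e-05) at 7 mpt. The median of a fibroblast list was 0.29 (4 higher and 2 lower of 15, 5 and 2 over the list alone, camera adjusted p = 0.261) at 7 dpt and 1.31 (10 higher and 1 lower of 15, 11 and 1 over the list alone, camera adjusted p = 6.78e-05) at 7 mpt. The median of a smooth muscle list was -0.33 (2 higher and 2 lower of 15, 2 and 2 over the list alone, camera adjusted p = 0.261) at 7 dpt and -0.042 (2 higher and 3 lower of 15, 2 and 3 over the list alone, camera adjusted p = 0.846) at 7 mpt. The median of an erythroid list was -1.40 (0 higher and 7 lower of 9, 0 and 7 over the list alone, camera adjusted p = 0.00258) at 7 dpt and 0.08 (0 higher and 0 lower of 9, 0 and 0 over the list alone, camera adjusted p = 0.846) at 7 mpt. The median of a liver list was -1.02 (1 higher and 3 lower of 10, 1 and 5 over the list alone, camera adjusted p = 0.225) at 7 dpt and -0.43 (3 higher and 1 lower of 13, 3 and 2 over the list alone, camera adjusted p = 0.815) at 7 mpt. The median of a female liver list was -1.01 (0 higher and 2 lower of 6, 0 and 2 over the list alone, camera adjusted p = 0.203) at 7 dpt and -2.80 (0 higher and 2 lower of 8, 0 and 2 over the list alone, camera adjusted p = 0.124) at 7 mpt. The median of an ovary list was 0.99 (2 higher and 0 lower of 4, 2 and 0 over the list alone, camera adjusted p = 0.136) at 7 dpt and 1.41 (1 higher and 0 lower of 5, 2 and 1 over the list alone, camera adjusted p = 0.707) at 7 mpt. In control hearts at 7 dpt 14 epicardial, 11 fibroblast and 11 smooth muscle genes exceeded 10 CPM, as did 8 erythroid, 2 liver and 0 ovary genes. The erythroid list matched 75% of its symbols, under the 80% needed, so its values describe the matched genes only. Single libraries moved several of these medians. Without one library the epicardial median at 7 dpt was 0.23 (*il11a*OE replicate 2), the smooth muscle median was -0.17 at 7 dpt (*il11a*OE replicate 1) and was 0.26 at 7 mpt (control replicate 4) or -0.27 (*il11a*OE replicate 1), and the erythroid median at 7 mpt was -0.85 without *il11a*OE replicate 2 and 0.36 without control replicate 2. The liver median at 7 mpt was -0.69 without control replicate 1. Without control replicate 2 it was 0.13, and the female liver median was -1.05. The ovary median at 7 dpt was 0.54 without *il11a*OE replicate 1. Over the alternatives the ovary median at 7 dpt ran from -0.37 with DESeq2 to 1.13 with limma-voom and was negative in 2 of 8, and the liver median at 7 mpt from -0.52 with the library letter as a covariate to 0.32 with at least 10 counts in every library and was positive in 3 of 10. The ovary median at 7 mpt ran from 0.62 to 1.79 and the female liver median from -1.49 to -0.56 at 7 dpt and from -2.90 to -1.40 at 7 mpt. The medians near 0 changed sign as well, over -0.0019 to 0.051 for the epicardial list at 7 dpt, -0.14 to 0.085 for the erythroid list at 7 mpt and -0.091 to 0.093 for the smooth muscle list at 7 mpt. The causes were not tested. Under fry the epicardial list at both time points, the fibroblast list at 7 mpt, and the smooth muscle, erythroid, liver, female liver and ovary lists at 7 dpt were under 0.05, and with an estimated correlation none of these was. Where a count of higher or lower genes is 0, the count at an unadjusted p under 0.05 was 0 as well, except for 1 erythroid gene higher and 1 ovary gene lower at 7 mpt. No biological explanation was tested for these lists.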
